# NLRC5 Exclusively Transactivates MHC Class I and Related Genes through a Distinctive SXY Module

**DOI:** 10.1371/journal.pgen.1005088

**Published:** 2015-03-26

**Authors:** Kristina Ludigs, Queralt Seguín-Estévez, Sylvain Lemeille, Isabel Ferrero, Giorgia Rota, Sonia Chelbi, Chantal Mattmann, H. Robson MacDonald, Walter Reith, Greta Guarda

## Abstract

MHC class II (MHCII) genes are transactivated by the NOD-like receptor (NLR) family member CIITA, which is recruited to SXY enhancers of MHCII promoters via a DNA-binding “enhanceosome” complex. NLRC5, another NLR protein, was recently found to control transcription of MHC class I (MHCI) genes. However, detailed understanding of NLRC5’s target gene specificity and mechanism of action remained lacking. We performed ChIP-sequencing experiments to gain comprehensive information on NLRC5-regulated genes. In addition to classical MHCI genes, we exclusively identified novel targets encoding non-classical MHCI molecules having important functions in immunity and tolerance. ChIP-sequencing performed with *Rfx5^−/−^* cells, which lack the pivotal enhanceosome factor RFX5, demonstrated its strict requirement for NLRC5 recruitment. Accordingly, *Rfx5*-knockout mice phenocopy *Nlrc5* deficiency with respect to defective MHCI expression. Analysis of B cell lines lacking RFX5, RFXAP, or RFXANK further corroborated the importance of the enhanceosome for MHCI expression. Although recruited by common DNA-binding factors, CIITA and NLRC5 exhibit non-redundant functions, shown here using double-deficient *Nlrc5^−/−^CIIta^−/−^* mice. These paradoxical findings were resolved by using a “de novo” motif-discovery approach showing that the SXY consensus sequence occupied by NLRC5 *in vivo* diverges significantly from that occupied by CIITA. These sequence differences were sufficient to determine preferential occupation and transactivation by NLRC5 or CIITA, respectively, and the S box was found to be the essential feature conferring NLRC5 specificity. These results broaden our knowledge on the transcriptional activities of NLRC5 and CIITA, revealing their dependence on shared enhanceosome factors but their recruitment to distinct enhancer motifs *in vivo*. Furthermore, we demonstrated selectivity of NLRC5 for genes encoding MHCI or related proteins, rendering it an attractive target for therapeutic intervention. NLRC5 and CIITA thus emerge as paradigms for a novel class of transcriptional regulators dedicated for transactivating extremely few, phylogenetically related genes.

## Author Summary

Major histocompatibility complex class I (MHCI) molecules are central to immunity and immunological disorders, and constitute a major obstacle in organ transplantation. It is therefore vital to gain insight into the regulation of their expression. NLRC5 was recently found to regulate MHCI gene transcription. However, we lack a thorough understanding of its target gene specificity and mechanism of action. Our work addresses these questions, delineating the unique consensus sequence required for NLRC5 recruitment and pinpointing conserved features conferring its specificity. Furthermore, through genome-wide analyses, we confirm that NLRC5 regulates classical MHCI genes and identify novel target genes, all encoding non-classical MHCI molecules exerting an array of functions in immunity and tolerance. We thereby demonstrate that NLRC5 exclusively transactivates genes of the MHCI pathway, rendering it an attractive target for future therapeutic intervention. The most striking feature of NLRC5 is its restricted and highly focused transcriptional activity, which has been described so far only for one related factor, CIITA. NLRC5 and CIITA therefore emerge as prototypes for a novel kind of extremely specific transcriptional regulator.

## Introduction

Nucleotide-binding oligomerization domain (NOD)-like receptors (NLRs) constitute a family of innate immune receptors involved mainly in inflammatory responses and cell death. The NLR family member CIITA instead functions as the master transcriptional regulator of major histocompatibility complex (MHC) class II (MHCII) genes, and mutations in the *CIITA* gene lead to severe immunodeficiency [1]. Recently, NLR caspase recruitment domain containing protein 5 (NLRC5) was shown to regulate transcription of MHC class I (MHCI) genes, primarily in lymphocytes, where it is highly expressed [2,3,4,5,6]. Overexpression of NLRC5 was initially found to increase mRNA levels for genes encoding human MHCI molecules and proteins functioning in the MHCI-mediated antigen presentation pathway, including beta-2-microglobulin (B2M), transporter associated with antigen processing 1 (TAP1) and the proteasome subunit beta type-9 (PSMB9) [3]. Four independently generated *Nlrc5*-knockout mice subsequently established that NLRC5 regulates the expression of *B2m*, *Tap1*, *Psmb9*, classical MHCI genes (*H2-K*, *H2-D*), and the non-classical MHCI gene *H2-M3* [2,4,5,7]. Finally, *in vivo* promoter occupancy by NLRC5 was demonstrated only for human *HLA-A* and *HLA-B*, and mouse *H2-K*, *H2-D*, and *B2m* [2,3].

CIITA-dependent transactivation of MHCII genes requires the SXY motif, a conserved enhancer found in all MHCII promoters. DNA-binding factors recognizing this element form an “enhanceosome” complex that serves as a platform for the recruitment of CIITA [1]. The X-binding regulatory factor X (RFX) complex is essential for enhanceosome assembly and CIITA recruitment. A similar SXY motif is found in MHCI gene promoters, together with more distal regulatory elements, and has been implicated in NLRC5-mediated transactivation [8,9]. Enforced expression of the RFX5, RFXAP, and RFXANK subunits of RFX potentiated NLRC5-driven MHCI transcription, and interaction between NLRC5 and overexpressed RFXANK was observed [8].

The shared use of enhanceosome factors by CIITA and NLRC5 suggests that these NLRs might fulfill partially redundant functions, a hypothesis that has not been tested *in vivo*. The relevance of endogenous enhanceosome factors for NLRC5-mediated MHCI-transactivation has also not been assessed. Furthermore, a comprehensive set of genes regulated directly by NLRC5 has not been defined. Finally, most NLRC5 target genes are encoded within the MHCI locus, raising the question of whether NLRC5 specifically regulates each one individually or if it instead establishes an open chromatin conformation at the entire locus. To address these questions we compared CIITA and NLRC5-regulated gene expression in various cell types from *Rfx5* ^*−/−*^, *Nlrc5* ^*−/−*^, *CIIta* ^*−/−*^ and *CIIta* ^*−/−*^ *Nlrc5* ^*−/−*^ mice, as well as in CIITA and RFX-deficient B cell lines, and screened for NLRC5 target genes by means of chromatin immunoprecipitation sequencing (ChIP-seq) experiments performed with T cells from control, *Nlrc5* ^−/−^, and *Rfx5* ^−/−^ mice.

We found that NLRC5 is remarkably dedicated for a small set of related genes: it selectively occupies the promoters of genes coding for MHCI or related proteins, and identified the non-classical MHCI genes *H2-Q4*, *H2-Q6/7*, and *H2-T10/22* as novel NLRC5-regulated genes. Analysis of NLRC5-binding in *Rfx5*-deficient cells demonstrated that Rfx5 is essential for promoter occupancy by NLRC5. Data generated in B cell lines carrying mutations in RFX5, RFXAP, and RFXANK also indicated a key requirement for the enhanceosome in MHCI transactivation. However, despite their recruitment by common factors, analysis of single (*CIIta* ^*−/−*^, *Nlrc5* ^*−/−*^) and double deficient (*CIIta* ^*−/−*^ *Nlrc5* ^*−/−*^) mice revealed that CIITA and NLRC5 are highly specific for distinct sets of genes. Identification of the consensus sequence occupied *in vivo* by NLRC5 highlighted unique features that were shown to be responsible for NLRC5 specificity.

## Results

### *Nlrc5* ^−/−^ and *Rfx5* ^−/−^ mice exhibit similar defects in MHCI expression

*Rfx5*-deficient mice were exploited to assess the role of the enhanceosome factor Rfx5 in MHCI expression. Analysis of H2-K cell-surface expression by flow cytometry in various immune cell subsets derived from *Rfx5* ^*+/-*^ and *Rfx5* ^*−/−*^ littermates demonstrated that *Rfx5*-deficiency led to a strong decrease in MHCI expression on T cells, NK cells, and NKT cells, a marked reduction on B cells, and a more modest decrease on dendritic cells (DCs) (Fig. 1A). A similar trend, albeit less strong, was observed for *H2-D* (Fig. 1B). This phenotype was strikingly similar to that of *Nlrc5*-deficient cells (Fig. 1A and B). However, the defect in MHCI expression observed in the absence of *Rfx5* was always slightly less profound as compared to that in *Nlrc5*-deficient cells, suggesting the existence of mechanisms capable of compensating partially for the deficiency in Rfx5.

**Fig 1:**
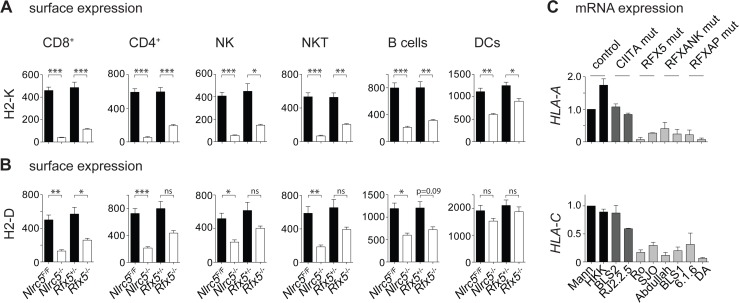
MHCI expression is strongly reduced in *Nlrc5* ^−/−^ and *Rfx5* ^−/−^ lymphocytes. (A and B) MHCI expression on the indicated splenic cells was analyzed in *Nlrc5* ^*F/F*^ (n = 9), *Nlrc5* ^*−/−*^ (n = 9), *Rfx5* ^*+/-*^ (n = 10), and *Rfx5* ^*−/−*^ (n = 8) mice. Graphs illustrate geometric mean fluorescence intensities (MFIs) of H2-K (A) and H2-D (B) for CD8^+^ T cells (gated as CD3^+^CD8^+^), CD4^+^ T cells (gated as CD3^+^CD4^+^), NK cells (gated as NK1.1^+^CD3^-^), NKT cells (gated as NK1.1^+^CD3^+^), B cells (gated as CD19^+^), and DCs (gated as CD11c^hi^CD11b^int-hi^). Results represent the mean ± SEM from two pooled experiments. Statistical significance was calculated using an unpaired Student’s *t*-test, two-tailed; adjustment was made using a Bonferroni correction over 12 samples (A and B). (C) *HLA-A* and *HLA-C* mRNAs were quantified by qRT-PCR in WT (Mann, HHK), CIITA-deficient (BLS2, RJ2.2.5), RFX5-deficient (Ro, SJO), RFXANK-deficient (BLS1, Abdulla), and RFXAP-deficient (6.1.6, DA) B cell lines. Results were normalized using *ACTB*, expressed relative to Mann and represent the mean ± SD derived from three independent experiments.

We also measured MHCI mRNA expression by quantitative real-time RT-PCR (qRT-PCR) in *in vitro*-generated B cell mutants and B cell lines derived from bare lymphocyte syndrome (BLS) patients carrying inactivating mutations in CIITA, RFX5, RFXAP, and RFXANK. These experiments underlined the importance of RFX factors for MHCI expression (Fig. 1C) [10,11]. Collectively, these results support a role for the enhanceosome in the recruitment and transcriptional activity of NLRC5, in both human and mouse cells.

### NLRC5 and CIITA have non-redundant functions

The fact that both NLRC5 and CIITA dock to similar SXY modules via shared enhanceosome factors raised the question of whether or not these two NLRs are overlapping in their transactivation role. That the two factors might exhibit partial redundancy in MHCI-transactivation was suggested by the findings that decreased MHCI expression caused by NLRC5-deficiency is more pronounced in T, NK, and NKT lymphocytes, which do not express CIITA, than in antigen-presenting cells (APCs) and thymic epithelial cells (TECs) [2], which express high levels of CIITA. Previous studies had also suggested that CIITA can stimulate MHCI transcription [10,11] and that MHCI promoters are occupied by CIITA in APCs [12,13]. We therefore generated double-deficient *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ mice, and studied MHC expression in different immune cell subsets by flow cytometry. Concomitant ablation of *Nlrc5* and *CIIta* did not substantially reduce H2-K and H2-D levels compared to single *Nlrc5*-deficiency, neither in any hematopoietic cell type analyzed nor in medullary TECs (Figs. 2A and B, S1A and S1B), although a minor but significant decrease was observed for H2-K in DCs. Accordingly, frequencies of peripheral CD8^+^ T cells, which require MHCI for their development and maintenance, were not decreased more strongly in *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ mice than in *Nlrc5* ^*−/−*^ mice (S1C Fig.). MHCII expression was not reduced further in APCs from double-knockout animals, being already at negligible levels in single *CIIta*-deficient cells (Fig. 2B). These data indicate that NLRC5 and CIITA are highly specific for transactivating different sets of genes, even though they rely on common DNA binding factors for their recruitment.

**Fig 2:**
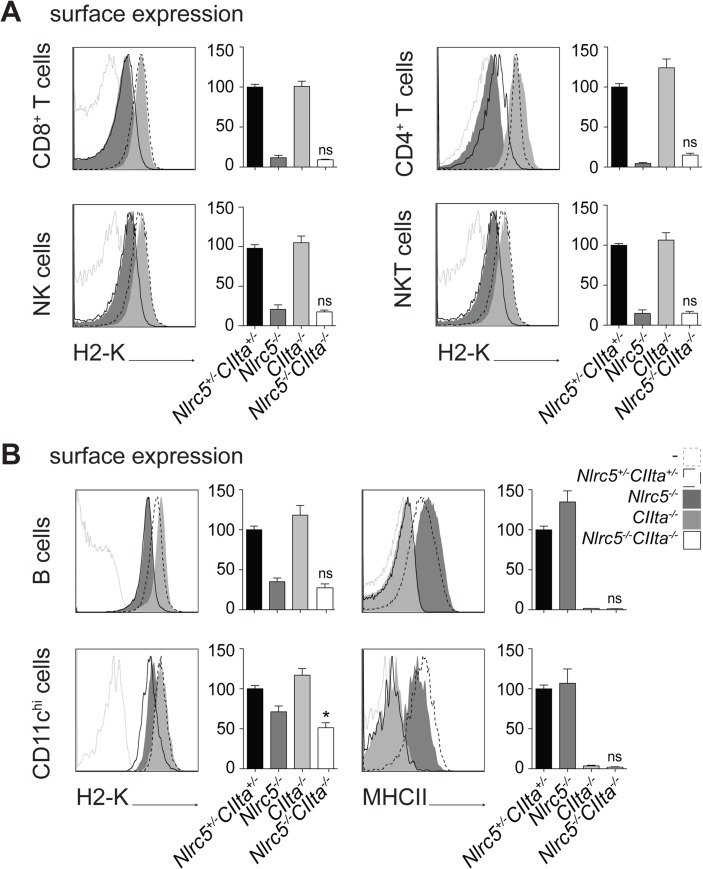
NLRC5 and CIITA exhibit non-redundant functions. (A and B) MHCI and MHCII expression were assessed in the indicated splenic cells from *Nlrc5* ^*+/−*^ *CIIta* ^*+/−*^, *Nlrc5* ^*−/−*^, *CIIta* ^*−/−*^, and *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ mice. Histogram overlays show H2-K or MHCII expression for control (dashed line), *Nlrc5* ^−/−^ (filled dark grey), *CIIta* ^−/−^ (filled light grey), and double-deficient (solid line) mice. Graphs depict the MFIs of H2-K for CD8^+^ T cells (gated as CD3^+^CD8^+^), CD4^+^ T cells (gated as CD3^+^CD4^+^), NK cells (gated as NK1.1^+^CD3^-^), and NKT cells (gated as NK1.1^+^CD3^+^) (A), or B cells (gated as CD19^+^) and DCs (gated as CD11c^hi^CD11b^int-hi^) (B) in control (n = 9), *Nlrc5* ^−/−^ (n = 10), *CIIta* ^−/−^ (n = 9), and double-deficient (n = 8) mice (A and B). For B cells and DCs, graphs also show the MFI of MHCII. MFIs of control mice were set at 100%. (A and B) Results depict the mean ± SEM from three pooled experiments. Statistical significance of the differences between multiple groups was analyzed by 2-way ANOVA adjusted by Bonferroni correction over 6 (H2-K) or 2 (MHCII) samples, and is indicated only for differences between single and double-deficient groups (i.e., the interaction between the two groups).

### NLRC5 binds to promoters of known and newly identified MHCI genes in an Rfx5-dependent manner

To gain a comprehensive view of genes regulated transcriptionally by NLRC5, we performed ChIP-seq experiments in T cells, which express NLRC5 abundantly and exhibit a dramatic defect in MHCI levels upon its ablation. Chromatin was extracted from T cells derived from control (WT and *Nlrc5* ^*F/F*^), *Nlrc5* ^*−/−*^, and *Rfx5* ^−/−^ mice. NLRC5-bound chromatin was enriched by ChIP and submitted to deep sequencing.

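Chromatin from 5 mice was pooled for each genotype, so that every genotype is represented by 1 ChIP-seq library, and NLRC5-bound fragments were sequenced on the Illumina HiSeq 2000. The paper gives more than 300000000 reads for WT and more than 20000000 for each other genotype. From the WT reads the authors drew 5 pseudo-replicates of 30000000 reads each, named A to E. These are subsets of a single library, so differences between them do not show the spread between animals. *Nlrc5* F/F cells, which carry a functional *Nlrc5* gene, served as the biological repeat, and *Rfx5* -/- cells lack the RFX subunit through which NLRC5 is thought to reach DNA. The authors mapped the reads to GRCm38 with Bowtie, kept only reads with a unique position, and called peaks with MACS2 at a p-value threshold of 0.001, scaling the smaller data set up to the larger, with the *Nlrc5* -/- reads as the negative control. The deposited data used here are the 7 resulting peak lists, which held 8593 peaks in all, 1949 of them for *Nlrc5* F/F and 1970 for *Rfx5* -/-. The *Nlrc5* -/- library entered each list as its control, and its reads and the complete WT data set were not analysed here. Each peak has a position and a score. The score is the authors' −log10 p-value from MACS2, and it is used to rank or filter peaks within a list and, as the median over the WT lists, to describe sites and compare them with each other. The lists give no read counts, so the depth behind a single peak is unknown. Peaks of different lists were taken as the same site when they overlapped by at least 1 bp, and requiring 50% of both intervals or a score of at least 5 were the main alternatives. Because all lists share the *Nlrc5* -/- control, a position with few control reads can appear in every list. The reads needed to simulate this effect were not analysed here. With 1 library per genotype, no test here measures the spread between animals, and p-values refer to peaks or sites.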

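Merging overlapping peaks of the 7 lists gave 7980 sites, of which 7640 (95.7%) were present in 1 list only. At least 2 of the WT lists shared 275 sites, and 32 sites were present in all 5 WT pseudo-replicates. Of those 32, 17 were also present in *Nlrc5* F/F cells. This overlap was compared with the overlap of peaks placed at random on their own chromosome 1000 times. Between 30 and 46 of the *Nlrc5* F/F peaks overlapped each WT list, against a mean of 0.101 to 0.295 by chance. Between WT lists, which draw on the same library, 59 to 99 peaks overlapped. For *Rfx5* -/- cells, 22 to 36 peaks overlapped each WT list, and 16 to 28 when mitochondrial peaks were left out. The *Rfx5* -/- and *Nlrc5* F/F lists, which share no sample except the control, had 21 peaks in common, against a mean of 0.391 by chance. In each of these comparisons the observed number exceeded all 1000 random placements. The count of 17 rose to 32 when presence in at least 3 of the 5 pseudo-replicates was enough.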

As previously observed for CIITA [12], and in sharp contrast to most other transcription factors, which typically occupy large numbers of sites in the genome [14], only a restricted number of NLRC5-occupied sites were detected. A total of only 11 NLRC5-binding sites were present in control (WT and/or *Nlrc5* ^*F/F*^) cells but absent in *Nlrc5* ^*−/−*^ cells (Table 1, Figs. 3A, 4A, S2A). 

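Each of the 11 intervals of Table 1 overlapped a peak in all 5 WT pseudo-replicates and in *Nlrc5* F/F cells, although none of them had the same start and end as a deposited peak. *H2-D1* (chromosome 17 of GRCm38, 35262463 to 35263394) had the highest score in every WT list, between 160.2 and 244, and also in the *Nlrc5* F/F list, with 103. *H2-T10* (chromosome 17, 36121380 to 36122293) ranked 2 in the same 6 lists. At the 9 promoter sites the median rank was 5 in each WT list, and the lowest-ranked promoter site held a rank between 9 and 13. In the *Nlrc5* F/F list the median rank was 6, and 7 of the 9 promoter sites were among the 20 highest scores. *Tap1* ranked 46 there and *H2-T22* ranked 262 of 1949 peaks, with a score of 6.12. The *Nlrc5* F/F library is single, so its ranks have no replicate. When an overlap of 50% of both intervals was required, 8 of the 11 sites remained in *Nlrc5* F/F cells and all 11 in each WT list.

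**Figure D1:**
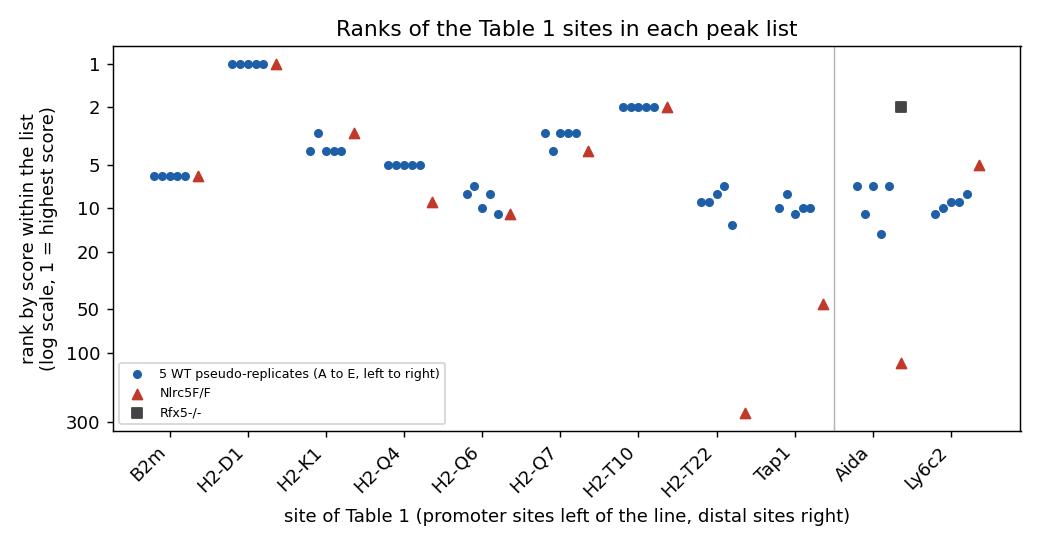
Rank by score of the peak at each Table 1 site within each deposited list, on a logarithmic axis with rank 1 at the top. Circles are the 5 WT pseudo-replicates, triangles are *Nlrc5* F/F cells and the square is *Rfx5* -/- cells, where only the *Aida* site has a peak, at rank 2; *H2-D1* holds rank 1 in all 6 lists that contain it.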

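The position of each site was set against the TSSs that Table 1 gives for its genes, with the promoter taken as 500 bp upstream to 50 bp downstream. By this measure 9 of the 11 intervals overlapped a promoter, and the count was also 9 within 1000 bp of the TSS or with the Refseq TSSs of S2 Table. By the TSSs of the GENCODE M21 annotation, which equal those of Table 1 at these genes except *H2-K1*, the centre of the interval lay 34 bp from the TSS of *B2m* on chromosome 2 and 34 bp from that of *Tap1* on chromosome 17. It lay 61 bp from the TSS of *H2-K1*, 97 bp from *H2-Q4*, 46 bp from *H2-Q6*, 135 bp from *H2-Q7* and 198 bp from *H2-D1*. Each of these intervals overlapped an annotated exon of its gene. The *H2-Q4* interval (35379037 to 35380004) also overlapped an exon of *Gm11131*. Among the 17 sites shared by the WT lists and *Nlrc5* F/F cells, 9 overlapped a promoter of these genes. With all genes of the GENCODE M21 annotation in place of the Table 1 genes, the number was 11, the additional ones being at *Ifrd2* on chromosome 9 and *Speer4cos* on chromosome 5.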

Of the NLRC5-occupied sites, 9 resided in the vicinity (-500 to +50) of the transcription start sites (TSSs) of 12 genes. 

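A total of 3 promoter intervals, all on chromosome 17, held the TSSs of a pair of genes transcribed in opposite directions. The TSS of *H2-T10* (36121465) on the reverse strand and that of *Gm19684* (36121678) on the forward strand were 213 bp apart. The TSSs of *H2-T22* (36042747) and *Gm6034* (36042961) were 214 bp apart. Those of *Psmb9* (34187764) and *Tap1* (34187553) were 211 bp apart by ENSEMBL and 226 bp by Refseq. The peaks of the WT lists in the *Tap1* interval had scores from 19.6 to 29.8 and ended between 34187681 and 34187720. They held the ENSEMBL TSS of *Tap1* and did not reach the ENSEMBL TSS of *Psmb9*. The Refseq TSS of *Psmb9* (34187330) lay inside the peaks of pseudo-replicates A to D, which started between 34187308 and 34187315. The peak of pseudo-replicate E started at 34187336 and did not hold it.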

The number of genes exceeds the number of peaks because 3 peaks lie between two closely spaced genes present in divergent orientations. 

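In the *Rfx5* -/- list 0 of the 9 promoter intervals overlapped a peak. The count stayed at 0 when each interval was extended by 1 kb on both sides, so the absence did not depend on where the peak borders were drawn. The *Rfx5* -/- list was as long as the *Nlrc5* F/F list, and 612 of its peaks had a score of at least 5, against 809 in *Nlrc5* F/F cells. Of the 17 sites shared by all WT lists and *Nlrc5* F/F cells, 11 had no peak in *Rfx5* -/- cells, 10 of which are sites of Table 1. Both libraries are single, so the difference has no replicate check, and the lists report only positions past the peak-calling threshold. A weaker signal below it would not appear.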

Peaks at these promoter sites were all absent in *Rfx5* ^*−/−*^ cells (Table 1, Figs. 3A, 4A, S2A). 

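The *Aida* interval (chromosome 1 of GRCm38, 183299156 to 183299382) lies in an intron of *Aida*, with its centre 2000 bp from the GENCODE M21 TSS of the neighbouring gene *Brox*. It ranked between 7 and 15 in the WT lists and 118 in *Nlrc5* F/F cells. In *Rfx5* -/- cells a peak at 183299160 to 183299406 overlapped it with a score of 25.4, the highest of that list outside the mitochondrial genome. The *Ly6c2* interval (chromosome 15, 75085781 to 75085890) lies in no annotated gene, with its centre 26135 bp from the GENCODE M21 TSS of *Ly6c2*. It ranked between 8 and 11 in the WT lists and 5 in *Nlrc5* F/F cells. No *Rfx5* -/- peak overlapped this interval. When it was extended by 1 kb, it met an *Rfx5* -/- peak at another site, 75086714 to 75087018 once merged over the lists, which was present in all 7 lists. All bases of the merged *Ly6c2* site were repeat-masked (100%), and 45.5% of the 50-base windows starting in the *Ly6c2* interval occur once in the genome, against 94.3% in the *Aida* interval.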

The remaining two NLRC5-occupied sites were situated far from known promoters on chromosomes 1 and 15 and were not *Rfx5*-dependent (Table 1).

**Fig 3:**
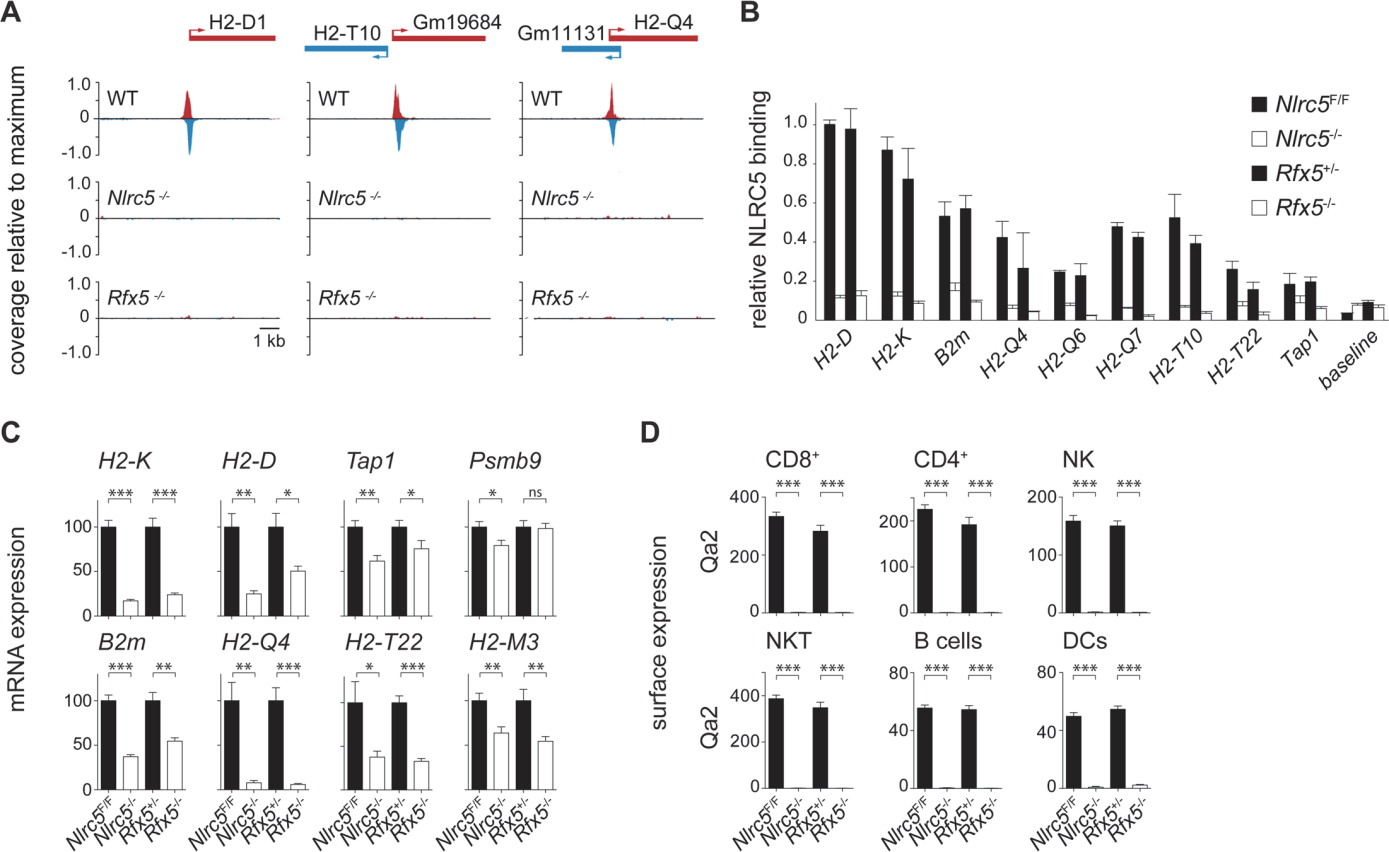
Identification of NLRC5 targets. (A) NLRC5-ChIPseq tracks are shown for *H2-D1*, *H2-T10/Gm19684* and *Gm11131/H2-Q4*. The tracks depict reads mapping to regions spanning between 5kb upstream and 5kb downstream of the peaks. After normalization as rpm (reads per millions), read coverage was expressed relative to the maximal value observed in the region. TSSs are positioned as annotated in ENSEMBL (*H2-T10*, *H2-Q4*) or Refseq (*H2-D1*). (B) Binding of NLRC5 was assessed by quantitative ChIP experiments performed with CD8^+^ T cells from *Nlrc5* ^*F/F*^, *Nlrc5* ^*−/−*^, *Rfx5* ^*+/-*^, *and Rfx5* ^*−/−*^ mice. Results are expressed relative to binding of NLRC5 to the *H2-D* promoter in *Nlrc5* ^*F/F*^ cells, and depict the mean ± SD derived from three technical replicates and are representative of two independent experiments. (C) mRNAs for the indicated genes were quantified relative to *Hprt* mRNA in CD8^+^ T cells purified from a pool of 4–5 mice of each indicated genotype. Values for *Nlrc5* ^−/−^ and *Rfx5* ^−/−^ cells are expressed as percentage of *Nlrc5* ^*F/F*^ and *Rfx5* ^+/-^, respectively. Data represent mean ± SD of technical triplicates, and are representative of at least two independent experiments. Statistical significance was calculated with an unpaired Student’s *t*-test, two-tailed; adjustment was made using a Bonferroni correction over 2 samples. (D) MFI for Qa2 was analyzed in the indicated cell subsets from *Nlrc5* ^*F/F*^ (n = 9), *Nlrc5* ^−/−^ (n = 9), *Rfx5* ^+/-^ (n = 10), and *Rfx5* ^−/−^ (n = 8) mice. Specific cell populations were gated on CD3^+^CD8^+^ for CD8^+^ T cells, CD3^+^CD4^+^ for CD4^+^ T cells, NK1.1^+^CD3^-^ for NK cells, NK1.1^+^CD3^+^ for NKT cells, CD19^+^ for B cells, and CD11c^hi^CD11b^int-hi^ for DCs. Results represent the mean ± SEM derived from two pooled experiments. Statistical significance was calculated with an unpaired Student’s *t*-test, two-tailed; adjustment is made using a Bonferroni correction over 12 samples.

**Fig 4:**
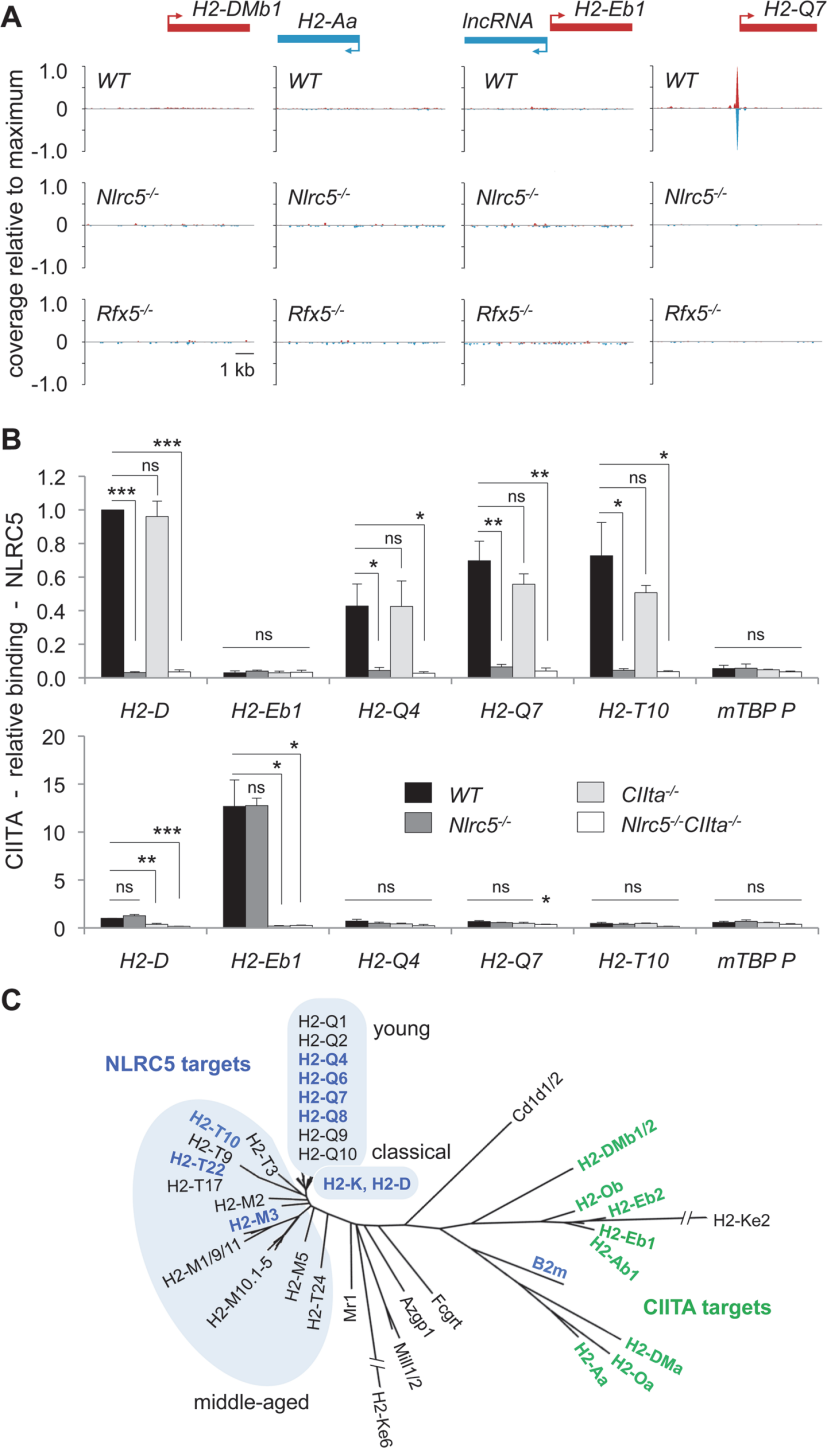
NLRC5 selectively occupies MHCI gene promoters. (A) NLRC5-ChIPseq tracks are shown for the CIITA targets *H2-DMb1*, *H2-Aa* and *IncRNA/H2-Eb1*. The tracks depict reads mapping to regions spanning between 5kb upstream and 5kb downstream of the TSS. After normalization as rpm (reads per million), read coverage was expressed relative to the average value observed for all NLRC5-binding peaks. TSSs are positioned as annotated in ENSEMBL. (B) Antibodies specific for NLRC5 and CIITA were used to immunoprecipitate cross-linked chromatin fragments derived from *Nlrc5* ^*+/-*^ *CIIta* ^*+/-*^, *Nlrc5* ^*−/−*^, *CIIta* ^*−/−*^, and *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ B cells. Immunoprecipitates were analyzed by quantitative PCR for the abundance of promoter sequences from the indicated genes. Relative promoter binding is shown. The average ± SEM of three experiments are depicted. Statistical significance was calculated using an unpaired Student’s *t*-test. (C) A phylogenetic tree is shown for classical and non-classical MHCI and MHCII genes. Genes regulated by NLRC5 and those regulated by CIITA are indicated in blue and green font, respectively. Clusters of classical, young and middle-aged MHCI genes are highlighted.

**Table 1:** NLRC5-occupied sites and target genes.

Gene	Gene ID	Peak identification	Peak coordinates ^1^	TSS position (orientation)	RFX5 dependent	ChIP validation	Expression validation	NLRC5 module
***B2m***	ENSMUSG00000060802	peak calling	chr2:122147175-122148130	chr2:122147686 (+)	+	+	+ ^3^	+
***H2-D1***	ENSMUSG00000073411	peak calling	chr17:35262463-35263394	chr17:35262730 (+)	+	+	+ ^3^ ^,^ ^4^	+
***H2-K1***	ENSMUSG00000061232	peak calling	chr17:34000049-34000768	chr17:34000333 (-)	+	+	+ ^3^ ^,^ ^4^	+
***H2-Q4***	ENSMUSG00000035929	peak calling	chr17:35379037-35380004	chr17:35379617 (+)	+	+	+ ^3^	+
***H2-Q6***	ENSMUSG00000073409	peak calling	chr17:35424724-35424884	chr17:35424850 (+)	+	+	+ ^4^	+
***H2-Q7***	ENSMUSG00000060550	peak calling	chr17:35438815-35439225	chr17:35439155 (+)	+	+	+ ^4^	+
***H2-T10*** ^5^	ENSMUSG00000079491	peak calling	chr17:36121380-36122293	chr17:36121465 (-)	+	+	nd	+
***Gm19684*** ^5^	ENSMUSG00000092277	peak calling	chr17:36121380-36122293	chr17:36121678 (+)	+	+	nd	+
***H2-T22*** ^6^	ENSMUSG00000056116	peak calling	chr17:36042691-36043453	chr17:36042747 (-)	+	+	+ ^3^	+
***Gm6034*** ^6^	ENSMUSG00000073407	peak calling	chr17:36042691-36043453	chr17:36042961(+)	+	+	nd	+
***Tap1*** ^7^	ENSMUSG00000037321	peak calling	chr17:34187312-34187863	chr17:34187553 (+)	+	+	+ ^3^	+
***Psmb9*** ^7^	ENSMUSG00000096727	peak calling	chr17:34187312-34187863	chr17:34187764 (-)	+	+	+ ^3^	+
***H2-M3***	ENSMUSG00000016206	visual ^2^	na	chr17:37270220 (+)	+	nd	+ ^3^	-
***Aida*** ^8^	ENSMUSG00000042901	peak calling	chr1:183299156-183299382	chr1:183297060 (+)	-	nd	nd	-
***Ly6c2*** ^8^	ENSMUSG00000022584	peak calling	chr15:75085781-75085890	chr15:75111584 (-)	-	nd	nd	-

^1^ determined by peak calling

^2^ identified by visual inspection of ChIP-seq tracks

^3^ qRT-PCR

^4^ flow cytometry

na not applicable

nd not determined

^5^ *H2-T10* and *Gm6034* share the same peak

^6^ *H2-T22* and *Gm19684* share the same peak

^7^ *Tap1* and *Psmb9* share the same peak

^8^ gene situated closest to peak

Genes containing NLRC5-occupied sites in their promoter regions included genes previously suggested to be regulated by NLRC5 (*H2-K*, *H2-D*, *B2m*, *Psmb9*, and *Tap1*), validating the quality of the ChIP-seq analysis (Table 1, Figs. 3A, S2A). In addition, novel target genes were identified (Table 1, Figs. 3A, 4A). Five of these are non-classical MHCI genes (*H2-Q4*, *H2-Q6*, *H2-Q7*, *H2-T10*, and *H2-T22*). 

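At the genes proposed earlier as NLRC5 targets, *H2-K1* had a median score of 119 over the WT lists and 41.1 in *Nlrc5* F/F cells, with a peak from 34000221 to 34000698 on chromosome 17. *B2m* had a median of 86.9 (range 66.5 to 96.7) and 25.8 in *Nlrc5* F/F cells. The interval shared by *Psmb9* and *Tap1* was the weakest of this group, with a median of 22.5 and 7.33 in *Nlrc5* F/F cells. Scores are given per list and were not compared between lists of different depth. From the presence of these known targets among the occupied promoters, the paper reasons that the ChIP-seq analysis was of good quality.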

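The WT median scores at these non-classical genes were 158 for *H2-T10*, 142 for *H2-Q7*, 98.1 for *H2-Q4*, 32.9 for *H2-Q6* and 27.7 for *H2-T22*. The Table 1 intervals of *H2-Q4* and *H2-T10* span 968 and 914 bp, whereas that of *H2-Q6* spans 161 bp and that of *H2-Q7* 411 bp. The sequence around the narrow intervals is partly duplicated in the genome, and the authors kept only reads with a unique position. In the region extending 1 kb to each side of the interval, 75.0% of the 50-base windows under all WT and *Nlrc5* F/F peaks in the region of *H2-Q6* were unique, against 29.2% of those outside them. At *H2-Q7* these shares were 72.8% and 35.5%, and at *H2-Q4* 99.0% and 75.3%.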

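At *Gm19684* the Table 1 interval overlapped an annotated exon of the gene, and the *Nlrc5* F/F peak there, from 36121406 to 36122155 on chromosome 17, was the widest of that list (750 bp). At *Gm6034* the *Nlrc5* F/F peak (36042922 to 36043099, 178 bp) overlapped an exon of *Gm6034* and none of the neighbouring MHCI gene, and its centre was 49 bp from the TSS of *Gm6034*. This peak, which ranked 262 in its list, also overlapped the *H2-T22* promoter. The WT peaks at this site overlapped exons of both genes.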

Two are predicted genes of unknown function (*Gm19684*, *Gm6034*) situated in the reverse orientation immediately upstream of H2-T10 and H2-T22 (Fig. 3A and Table 1).

To ensure that the peak calling procedure had not missed binding sites in other MHC genes, the entire MHC locus was scanned visually for potential binding sites. This identified only one additional non-classical MHCI promoter (*H2-M3*) (Table 1). 

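The deposited lists contained peaks at the *H2-M3* promoter in all 5 WT pseudo-replicates and none in *Nlrc5* F/F or *Rfx5* -/- cells. Together these peaks spanned 37269980 to 37270299 on chromosome 17 of GRCm38, overlapping an exon of *H2-M3*, whose TSS is at 37270220. Their scores were between 7.42 and 15.1, and their ranks were 25, 61, 32, 27 and 17 in pseudo-replicates A to E. Its irreproducible discovery rate (IDR), estimated from the deposited scores, was at most 0.01 in 2 of the 10 pairs of pseudo-replicates.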

The latter was missed by the peak-calling algorithm because of its low intensity. In contrast to CIITA [15], no NLRC5-occupied intergenic enhancers were identified in the MHC locus.

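In the interval from 33496017 to 37770220 on chromosome 17, which extends 500 kb beyond *H2-K1* and the TSS of *H2-M3*, 8 Table 1 sites were found in each WT list and in *Nlrc5* F/F cells and 0 in *Rfx5* -/- cells. Outside these sites the WT lists held 8, 11, 14, 9 and 9 peaks, and the *Nlrc5* F/F and *Rfx5* -/- lists 4 each. The peaks merged into 32 sites, of which 7 recurred in at least 3 WT lists and none of those 7 was present in *Nlrc5* F/F or *Rfx5* -/- cells. Of the 7 sites, 2 lay at the promoters of *H2-K2* and *H2-M3* and passed the IDR threshold of 0.01 in 5 and 2 of the 10 pairs of pseudo-replicates. Another 2 flanked the *H2-Q7* interval, with their centres 562 and 321 bp from its TSS, and passed in 7 and 6 pairs. The one at 562 bp also overlapped the *H2-Q7* promoter. A further site, from 36122384 to 36122621, lay in an intron of *Gm19684*, 824 bp from its TSS, and passed in 0 pairs. The remaining sites were outside annotated genes. One (35259033 to 35259502) lay 3463 bp from the TSS of *H2-D1* with WT scores of 5.31 to 8.31, and the other (35435012 to 35435173) lay 4063 bp from that of *H2-Q7* with scores of 7.37 to 11.5. Each was called in 4 WT lists, so both lists held a peak there in 6 of the 10 pairs of pseudo-replicates. Each passed the IDR threshold of 0.01 in 0 of those 6 pairs.

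**Figure D2:**
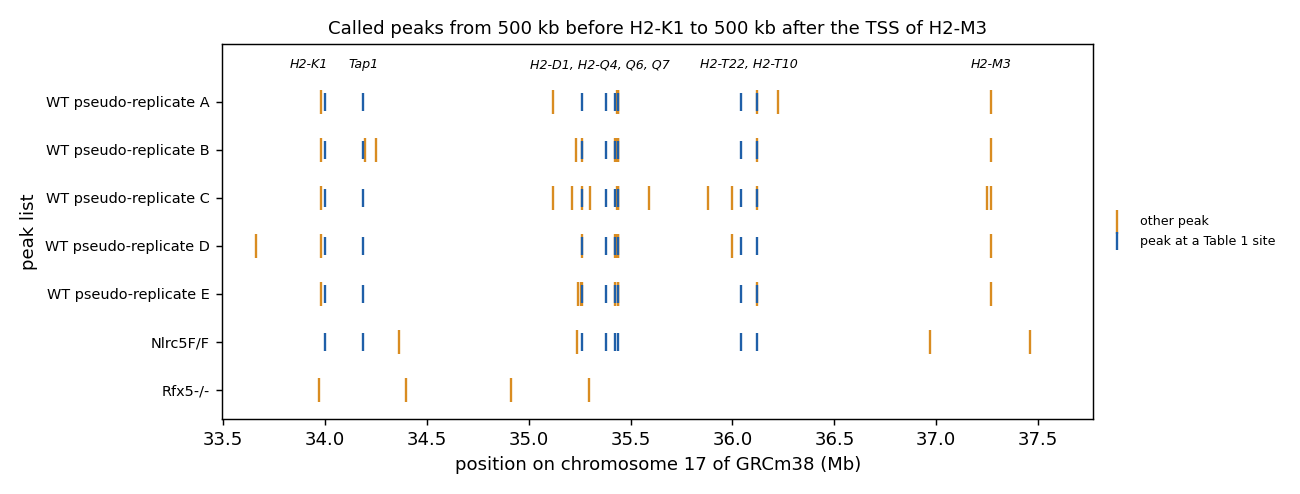
Positions of the called peaks in each of the 7 lists along chromosome 17, in Mb of GRCm38. Blue marks are peaks at the 8 Table 1 sites of the region and orange marks are other peaks; the blue marks recur in the 6 lists of WT and *Nlrc5* F/F cells, and the *Rfx5* -/- list has 4 orange marks and no blue one.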

Most NLRC5 targets were validated by classical quantitative ChIP experiments (Fig. 3B). To investigate the relevance of NLRC5 and Rfx5 for transactivation of the target genes identified by ChIP-seq, mRNA expression was quantified by qRT-PCR in control, *Nlrc5* ^−/−^, and *Rfx5* ^−/−^ CD8^+^ T cells (Fig. 3C). Transcript abundance of tested NLRC5 targets was reduced in the absence of either *Nlrc5* or *Rfx5*, with the exception of *Psmb9*, whose expression was not altered in the absence of *Rfx5*. High homology among non-classical MHCI genes did not allow quantification of *H2-T10*, *H2-Q6*, and *H2-Q7* by qRT-PCR. However, we measured expression of the Qa2 antigen (encompassing H2-Q6/7/8/9) by flow cytometry and observed a virtually complete loss in all tested cell types in the absence of *Nlrc5* or *Rfx5* (Fig. 3D). Collectively, these results provide evidence for the critical importance of Rfx5 in recruiting NLRC5 and for the contribution of the Rfx5-NLRC5 axis in activating most of the identified target genes.

### NLRC5 and CIITA occupy distinct promoters

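The region within 5 kb of the TSS was searched for peaks at 9 MHCII genes of the MHC locus, namely *H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-Eb2*, *H2-DMa*, *H2-DMb1*, *H2-DMb2*, *H2-Oa* and *H2-Ob*, in all 7 lists. Of the 63 combinations of gene and list, 0 had a peak. A peak list shows only positions past the calling threshold, so signal below it cannot be excluded from these lists.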

Although NLRC5 and CIITA are recruited by common enhanceosome factors, NLRC5-binding was not observed at the promoters of any MHCII genes (Fig. 4A). As the ChIP-sequencing was performed in T lymphocytes, which do not express MHCII genes, we reasoned that an inaccessible chromatin conformation might prevent NLRC5-binding to MHCII promoters in these cells. We therefore immunoprecipitated NLRC5 and CIITA bound chromatin from control, *Nlrc5* ^−/−^, *CIIta* ^−/−^, and *Nlrc5* ^−/−^ *CIIta* ^−/−^ B cells, which express high levels of CIITA and MHCII. Quantitative ChIP analysis confirmed that NLRC5 binding was observed at classical and non-classical MHCI promoters but not at the prototypical *H2-E* MHCII promoter (Fig. 4B). As in T cells, NLRC5 recruitment was dependent on Rfx5 in B cells (S2B Fig.). CIITA binding was evident at the *H2-E* promoter but not at any of the NLRC5 targets tested (Fig. 4B). These results are consistent with our MHC expression data showing non-redundant functions of NLRC5 and CIITA (Fig. 2).

These results emphasize the striking specificity of NLRC5 and CIITA for phylogenetically related but distinct sets of genes (Fig. 4C). Interestingly, NLRC5-controlled genes encode classical and evolutionarily “middle-aged” and “young” non-classical MHCI molecules [16], with the exception of *B2m*, which clusters together with MHCII molecules. This suggests that divergent evolution underlies the differentiation of NLRC5 function and specificity.

### Identification of a unique consensus motif for NLRC5 binding

A consensus sequence motif with similarity to the X box (Fig. 5A) was derived from promoter-associated NLRC5-occupied sequences using an unbiased motif discovery approach. As organization of the S, X, and Y elements in human MHCII promoters is tightly constrained with respect to their spacing [15,17], we searched for S and Y motifs located at the expected distance ranges from the X box (Fig. 5A). For most NLRC5 targets, we identified S and Y elements situated at distances within 16 and 20–22 base pairs, respectively, from the X box (Figs. 5A, S3, and S4A). 

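The X boxes of Fig. 5A were located in the reference genome, where each occurred once in and around its Table 1 interval. The S and Y boxes at the printed distances matched the reference in 7 of the 9 modules. At *H2-K1*, on the reverse strand of chromosome 17 from 34000356 to 34000421, the module reads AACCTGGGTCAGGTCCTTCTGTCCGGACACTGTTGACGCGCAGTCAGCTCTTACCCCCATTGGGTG, with 15 bp between the S and X boxes and 21 bp between the X and Y boxes. At *B2m* (chromosome 2, 122147576 to 122147641) it reads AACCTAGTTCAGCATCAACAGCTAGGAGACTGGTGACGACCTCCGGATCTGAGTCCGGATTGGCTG with the same spacing. The X and Y boxes were 20 bp apart at *H2-Q6* and *H2-Q7* and 22 bp apart at *Tap1*. *H2-Q6* and *H2-Q7* carry identical S, X and Y boxes. The exceptions were the S boxes of *H2-T22* and *H2-T10*. Counting from 1 at the 5′ end of the S box, the reference differs from the printed sequence by C4T and G6C at *H2-T22* and by T4C at *H2-T10*. The S box printed for *H2-T10*, AACTTC, is that of *H2-T22* in the reference, and the reference S box of *H2-T10* differs from the one printed for *H2-T22* by G6C.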

Y motifs were not found at 20–22 base-pair distances from the X box in the *H2-T10* and *H2-T22* promoters. We therefore performed a less stringent search for S and Y motifs situated at more variable distances upstream and downstream of the X box (S5 Fig.). This search revealed the presence of Y motifs situated 48 base pairs downstream of the X box in the H2-T promoters (Figs. 5A, S3, S4B, and S5). It also identified sequences exhibiting similarity to the S box situated 45 base pairs upstream of the X box in these genes (S5 Fig.). 

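In the reference the Y box ATTGGCTA follows the X box after 48 bp in both promoters. The module of *H2-T22* lies on the reverse strand of chromosome 17 from 36042823 to 36042915, and that of *H2-T10* from 36121540 to 36121632, each 93 bp long. Both have the X box CCTAGATATTGATGAC. The reference sequence of the *H2-T10* module is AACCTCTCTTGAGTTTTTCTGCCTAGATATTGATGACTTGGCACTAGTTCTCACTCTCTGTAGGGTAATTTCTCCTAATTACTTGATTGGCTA.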

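The 60 bp directly upstream of the X box read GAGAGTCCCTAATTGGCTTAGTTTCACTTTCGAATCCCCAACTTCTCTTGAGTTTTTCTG at *H2-T22* and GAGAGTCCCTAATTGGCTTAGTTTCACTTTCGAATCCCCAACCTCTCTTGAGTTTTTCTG at *H2-T10*. Both contain ATTGGCT, the core of the Y box, 42 bp upstream of the X box.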

Intriguingly, this motif contains a Y sequence, which might influence expression of *H2-T10* and *H2-T22* genes. 

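The X box was a median of 59 bp (range 8.5 to 225.5) from the centre of the Table 1 interval over the 9 modules. The largest distance was that of *H2-T10*, in an interval of 914 bp. Measured from the centre of the *Nlrc5* F/F peak the median was 63 bp. The whole module lay inside the peak of every WT list at 8 of the 9 sites, *H2-Q6* being the exception with 2 lists, and inside the *Nlrc5* F/F peak at 5 of the 9. Of the 12 genes, 10 had the X box upstream of the ENSEMBL TSS, by 67 bp at *H2-K1* and 147 bp at *H2-T22*. With Refseq TSSs used for the 10 genes that have one in S2 Table, it was upstream in all 12.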

At all NLRC5 targets, the identified SXY modules were situated upstream of the TSS, near the center of the NLRC5-binding peak (Fig. 5B).

**Fig 5:**
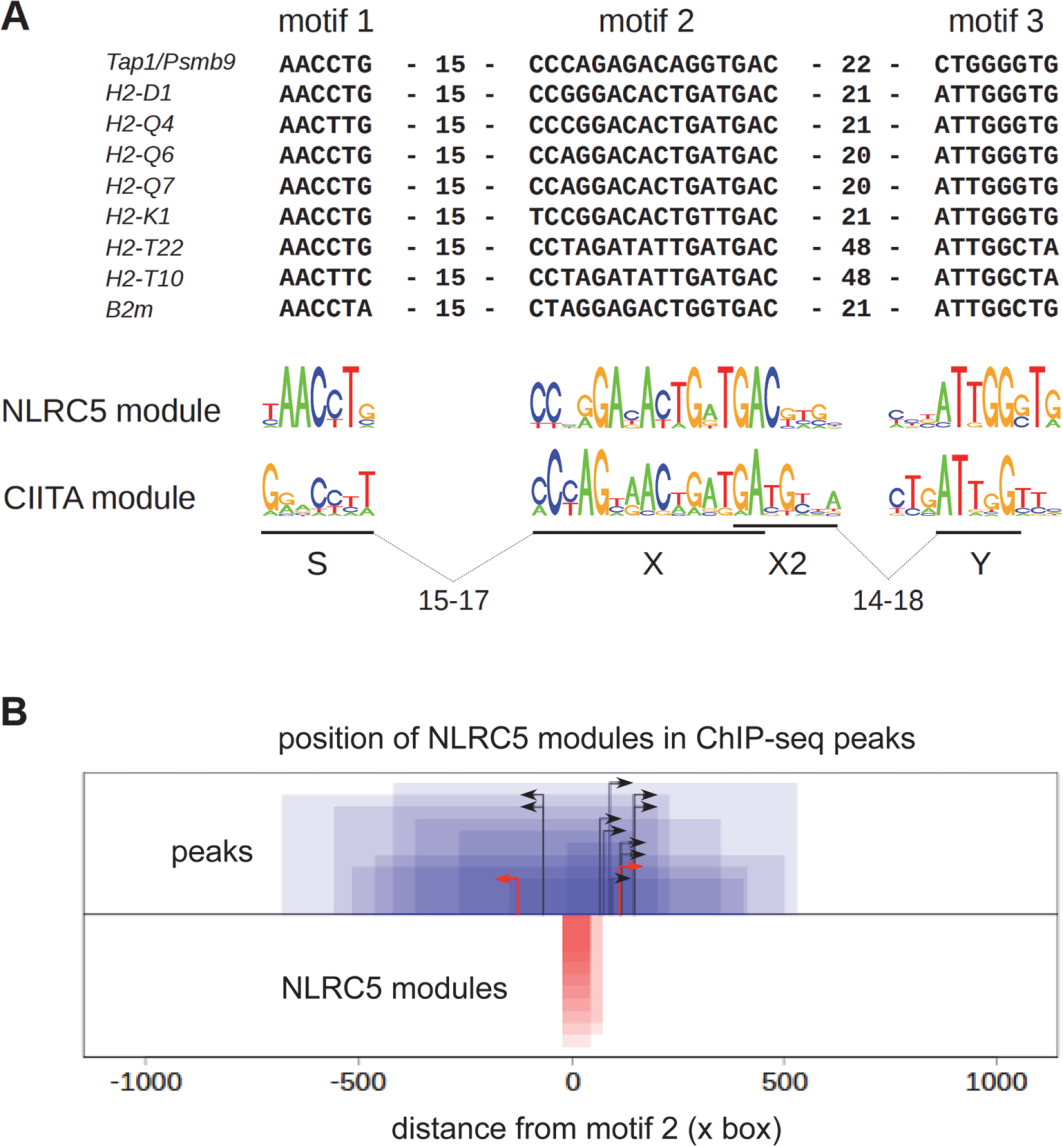
Identification of a sequence module for selective NLRC5 recruitment. (A) Alignment of sequence motifs situated within NLRC5-occupied peaks found in promoter regions of the indicated genes. S-X and X-Y distance constraints used for identifying S and Y boxes were chosen such that these motifs should be situated within 60 bp windows upstream or downstream of the center of the X box. Distances (bp) between motifs are indicated. The sequence logo for the consensus NLRC5-module is shown below the alignment and is compared with that previously defined for human CIITA. (B) NLRC5-binding peaks (blue boxes) were oriented according to the direction of their SXY modules (red boxes). The 0 position on the x-axis corresponds to the start of the X box. Peaks and modules are paired by their heights on the y-axis. Black arrows represent TSS positions annotated in ENSEMBL. For two genes (*H2-D* and *Psmb9*) the predicted TSSs from Refseq (red arrows) are shown because the TSSs annotated in ENSEMBL would be situated upstream of the SXY module (see S2 Table).

Irrespectively of the two approaches used for their identification, the SXY module defined for NLRC5-binding diverges substantially from that observed for CIITA, particularly at the level of the S box and at selected positions within the X box (Figs. 5A and S5).

A scan of the entire genome with the consensus motifs defined in Figs. 5A and S5 identified 15 and 173 putative matches, respectively. This indicates that spacing is a critical determinant for NLRC5 binding (S4 Fig.), since relaxing the spacing constraint leads to a larger number of predicted consensus sequences that are not actually occupied by NLRC5 (S4B Fig.). 

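The genome scan was repeated on both strands of the GRCm38 reference with position weight matrices built from the boxes printed in Fig. 5A, with 95% of the lowest score as the threshold of each motif and the observed spacing ± 5 nt. It gave 11 modules. Using the lowest score itself or the exact spacing also gave 11, a pseudocount of 0.1 in place of 1 gave 10, and leaving out both *H2-T* sequences gave 9. The printed boxes are shorter than the logos of Fig. 5A, and the matrices of the relaxed search were not used here.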

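Of the modules found by the repeated scan, 10 lay on chromosome 17 and 1, that of *B2m*, on chromosome 2. A total of 10 overlapped a promoter of the GENCODE M21 annotation. The remaining one was that of *H2-D1*, which lies downstream of the ENSEMBL TSS. With the Refseq TSSs of S2 Table used as well, 11 modules overlapped a promoter.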

Among the hits obtained with the more stringent screen, 11 were in found in the vicinity of TSSs (S1 Table). These matches corresponded to the promoter-associated NLRC5-occupied sites and no MHCII genes or other CIITA-regulated genes were identified, underscoring the specificity of the consensus motif for NLRC5-recruitment.

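In the repeated scan 9 of the modules were those of the promoter sites of Table 1, and the remaining ones lay at *H2-K2* (33978880 to 33978945, reverse strand) and *H2-Q5* (35393963 to 35394027, forward strand) on chromosome 17. A total of 10 modules overlapped a peak of a WT list by at least 1 bp, and 0 overlapped a peak of *Rfx5* -/- cells. The matrices and thresholds were built from the boxes printed for the 9 promoter sites, so finding these again does not test the consensus. Of the modules not used to build them, that of *H2-K2* overlapped a peak in 5 WT lists and none in *Nlrc5* F/F cells. Only the peak of pseudo-replicate C (33978878 to 33979033) held the whole module. The peak of pseudo-replicate D started at 33978925, past its X box. With a pseudocount of 0.1 the *H2-K2* module was not found. The module of *H2-Q5* overlapped a peak in 0 WT lists. No module lay at a promoter of the MHCII genes. The module scores (sum of the log2 scores of the S, X and Y boxes) ranged from 38.6 at *Tap1* to 50.4 at *H2-Q5*, *H2-Q6* and *H2-Q7*. From the match between predicted modules and occupied promoters, and from the absence of MHCII genes, the paper concludes that the consensus is specific for the recruitment of NLRC5.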

### The S box sequence determines NLRC5-specific transactivation

To investigate whether differences between the SXY modules bound by NLRC5 and CIITA were sufficient to confer transactivating specificity, we cloned the SXY regions of *H2-K* and *H2-Eb* into reporter plasmids. These two SXY modules were chosen based on their high similarity to the consensus motifs defined for NLRC5 and CIITA, respectively (Fig. 6A). NLRC5 exclusively transactivated the *H2-K* construct, whereas CIITA preferentially activated the *H2-Eb* construct (Fig. 6B). These results provided direct evidence that the SXY region dictates the differential promoter specificities of NLRC5 and CIITA.

**Fig 6:**
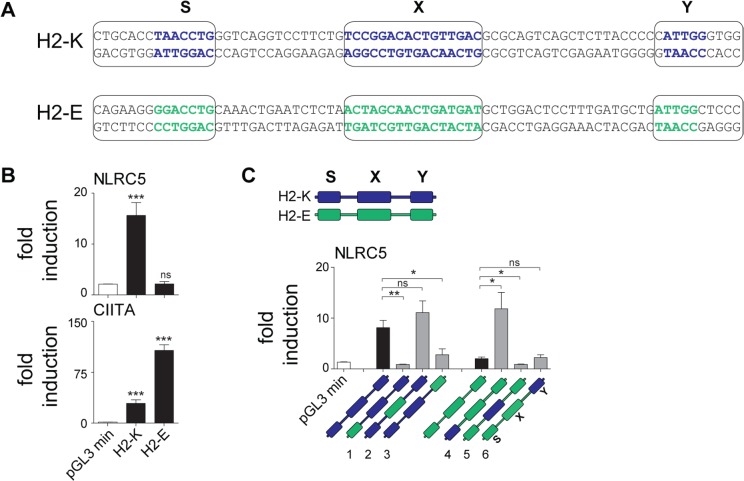
The S box sequence is required for NLRC5-mediated transactivation. (A) Alignment of SXY regions of *H2-K* and *H2-Eb (H2-E)*. Bold letters indicate the most conserved sequences in the S, X, and Y motifs; boxes define the regions that were used to generate hybrid promoters 1–6 (see Material and Methods) shown in C. (B) Luciferase reporter gene analyses were performed in HEK293T cells co-transfected with the *H2-K* or *H2-Eb* reporter constructs and either empty vector (e.v.) or expression vectors encoding NLRC5 or CIITA. Data represent mean ± SD of technical triplicates expressed as fold induction over e.v. and are representative of at least three experiments. Statistical significance was calculated using an unpaired Student’s *t*-test, two-tailed. (C) Luciferase reporter gene analyses were performed in HEK293T cells co-transfected with empty or NLRC5-encoding expression vectors and the WT (*H2-K*, *H2-E*) or hybrid (H2-K/E 1–6) promoter constructs depicted schematically below: *H2-K* and *H2-Eb* derived sequences are represented by blue and green, respectively. Data are expressed as fold induction over e.v. and represent mean ± SEM of four independent experiments. Statistical significance was calculated using an unpaired Student’s *t*-test, two-tailed.

To pinpoint the elements conferring NLRC5 specificity, we generated a series of hybrid promoters in which individual S, X, and Y boxes of *H2-K* were replaced with the corresponding ones from *H2-Eb* and *vice versa (* Fig. 6C). Despite differences in the X box consensus sequences defined for NLRC5 and CIITA (Fig. 5A), reporter assays performed with the hybrid promoters indicated that the X boxes from *H2-K* and *H2-Eb* were equally efficient at supporting NLRC5-mediated transactivation (Fig. 6C). The Y box of *H2-K* partially contributed to NLRC5 activity but was not sufficient *per se* (Fig. 6C). In contrast, the *H2-K* S motif proved to be critical for driving NLRC5-mediated activity, as its replacement with the S box of *H2-Eb* was sufficient to abolish transactivation (Fig. 6C). Furthermore, this element was sufficient for promoting NLRC5-induced transcription when placed into the *H2-Eb* reporter backbone (Fig. 6C). These results show that the unique S box motif found in the promoters of NLRC5-regulated genes is the major determinant for guiding selective gene activation by NLRC5.

## Discussion

Our understanding of NLRC5’s function as a transcriptional regulator of MHCI genes has progressed rapidly during recent years; yet several fundamental aspects remained unexplored. Here, we provide a comprehensive analysis of NLRC5-regulated genes in T cells, leading to the identification of novel target genes and gaining new insights into the molecular mechanisms of NLRC5 recruitment to specific promoters.

Interestingly, NLRC5-transactivated MHCI genes encode classical and evolutionarily “middle-aged” and “young” non-classical MHCI molecules, which generally support T cell receptor engagement and NK cell inhibition [16]. The expression of non-classical MHCI molecules, such as the novel target Qa2, have been shown to be important for the selection of non-conventional T cell subsets and in the development of the preimplantation embryo [18,19,20]. H2-T10 and H2-T22 have been implicated in the selection of gamma-delta T cells with immunoregulatory functions [21,22]. Since the selection of unconventional T cell subsets is mainly driven by hematopoietic cells, and could occur through T cell-T cell interactions, our data generated in T lymphocytes might be particularly relevant for this process [16,23,24]. Taken together, it appears that NLRC5 function has specifically co-evolved with the needs for MHCI-restricted antigen-presentation to conventional or non-conventional T cell subsets, and with NK cell education, suggesting the need to take a closer look at the role of NLRC5 in the development of these subsets.

We provide evidence that Rfx5 serves as a key mediator of NLRC5 binding to the promoter of its target genes, as its absence abolished NLRC5 recruitment to all target genes. Together with evidence that RFX5, RFXAP and RFXANK contribute to HLA class I transcription in human B cells, our findings unambiguously clarify the molecular nature of BLS type III disorders, which are characterized by defects in both MHCI and MHCII expression [8,9,10,11].

Analysis of double-deficient mice demonstrated that CIITA and NLRC5 regulate distinct sets of genes despite the fact that they use common enhanceosome factors and similar promoter sequences. This surprising situation raises the question as to how specificity is achieved. ChIP-seq analysis allowed us to detail the preferential promoter module occupied by NLRC5. Most prominently, selected positions within the X box and the remarkably conserved S box emerged as key features associated with NLRC5 recruitment, thereby distinguishing the SXY region recognized by NLRC5 from that occupied by CIITA. This is consistent with the results of reporter gene assays suggesting that the S box is required for NLRC5-mediated transactivation [8]. We demonstrate here that the distinctive S motif found in the promoters of NLRC5-occupied genes is essential for conferring the transactivation specificity of NLRC5, and that its replacement by the analogous S motif of CIITA-occupied promoters abrogates NLRC5 transactivation. This critical role of the S box suggests that the SXY module occupied by NLRC5 promotes the assembly of an enhanceosome complex differing from that required for the recruitment of CIITA, although the two complexes do share certain DNA-binding proteins. In this respect it should be mentioned that the S box-binding factors remain to be identified and could differ between NLRC5 and CIITA regulated genes.

Polymorphisms within the MHCI locus have been associated with infectious and autoimmune diseases. In many cases, the determining parameter is the MHCI haplotype, as different alleles can present different peptide repertoires. However, it has recently been suggested that various alleles can also be expressed at dissimilar levels, and that their abundance shows significant associations with disease outcomes, as in the case of human immunodeficiency virus infection and Crohn’s disease [25]. Given the fact that the SXY module is conserved between mouse and humans [26], it will be important to establish whether promoter variants of alleles associated with immunological disorders are differentially transactivated by NLRC5. Such correlations could be of high medical relevance as predictive or prognostic markers in selected immunological diseases.

The newly identified NLRC5 target genes encode non-classical MHCI molecules, emphasizing the remarkable selectivity of this NLR for regulating the MHCI system. This renders NLRC5 an attractive candidate for therapeutic intervention aimed at modulating MHCI expression. The high specificity of NLRC5 for a small number of phylogenetically related MHCI genes is strikingly similar to that of CIITA, for which ChIP-on-microarray experiments have revealed high selectivity for genes involved in MHCII-mediated antigen presentation [12]. Although recent ChIP-seq experiments have suggested that there are other CIITA-occupied sites in the genome [27], their functional relevance remains to be demonstrated. The extremely focused activity of NLRC5 and CIITA sets them apart from other transcription factors and transcriptional coactivators, which typically regulate hundreds or thousands of genes and exhibit much more diverse and pleiotropic functions; these two NLRs are instead specialized for the expression of only few phylogenetically and/or functionally related genes, representing a novel type of highly dedicated transcriptional regulator.

## Materials and Methods

### Mice

Mice were treated in accordance with the Swiss Federal Veterinary Office guidelines. *Nlrc5* ^*F/F*^, *Nlrc5* ^*−/−*^ [2], *CIIta* ^*−/−*^ [28], and C57BL/6 control mice, all on a C57BL/6 (H2^b^) background, were bred at the animal facility of the University of Lausanne. *Nlrc5* ^*−/−*^ and *CIIta* ^*−/−*^ were intercrossed to generate double-deficient animals. *Rfx5* ^*−/−*^ [29] and *Rfx5* ^*+/-*^ littermate controls on a mixed Sv129/C57BL/6 (H2^b^) background were bred at the animal facility of the University of Geneva Medical School. Sex and age-matched 6 to 12 week-old mice were used.

### Cells and flow cytometry

Human BLS cell lines and *in vitro* generated B cell mutants have been described and are established human cell lines [1,30]. T cells were enriched using anti-CD4 and/or anti-CD8 magnetic beads (Miltenyi Biotec). For all flow cytometric analyses, gating on living cells and exclusion of doublets was performed. Enriched TEC suspensions [2] were washed in PBS, 2% FCS, 5mM EDTA and stained for flow cytometry using death exclusion markers (either DAPI or 7AAD), UEA1 (Sigma) and the following mAb-conjugated mix: α-CD45 (30F11, BioLegend) and α-BP1 (6C3; BioLegend), α-MHCII (M5/114.15.2; eBioscience) and α-EpCAM (G8.8, Developmental Studies Hybridoma Bank, Iowa), α-H2-Db (B22/24g) and α-H2-Kb (B8.24.3). Splenocytes were preincubated with anti-CD16/32 (2.4G2) to block FcRs and stained using Abs against CD8a (Ly-2), CD3e (145-2C11), CD4 (L3T4), CD11b (M1/70), CD11c (N418), CD19 (1D3), H2-Db (28-14-8), H2-Kb (AF6–88.5.5.3), MHCII (M5/114.15.2), NK1.1 (PK136), B220 (RA3-6B2), Qa-2 (69H1-9-9) (all from eBioscience). Streptavidin conjugated to different fluorophores was from eBioscience. Stainings were performed with appropriate combinations of fluorophores. Data was acquired with a FACSCanto flow cytometer (Becton Dickinson) and analyzed using FlowJo software (Tree Star).

### ChIP-sequencing

Chromatin was purified from MACS-sorted WT (C57BL/6), *Nlrc5* ^*F/F*^, *Nlrc5* ^*−/−*^, and *Rfx5* ^*−/−*^ T cells as described [31]. Five mice were pooled for each genotype. Chromatin immunoprecipitation was performed using anti-NLRC5 antibody as described [2].

Immunoprecipitated DNA was sequenced using the Illumina HiSeq 2000 platform. >300 million reads were obtained for WT samples. >20 million reads were obtained for all other samples. ChIP samples from WT and *Nlrc5* ^*F/F*^ mice were used as biological repeats. Five pseudo-replicates of 30 million reads each were used for the WT data set, as proposed by the ENCODE consortium [32]. Reads were mapped to the mouse genome (release GRCm38.70) using Bowtie 0.12.7 [33]. Only reads mapping to unique genomic positions were considered for further analysis.

Fragment length was estimated using cross-correlation [32]. The Phantompeakqualtools R package (https://www.encodeproject.org/search/?type=software&used_by=ENCODE&software_type=quality%20metric) [32] was used to measure the quality of the ChIP-seq data, as assessed by the normalized ratio between the fragment-length cross-correlation and the background cross-correlation (normalized strand coefficient, NSC), the ratio between the fragment-length peak and the read-length peak (relative strand correlation, RSC) and the Qtag code. The low NSC scores obtained (< 1.05) (S6A Fig.) are a consequence of the low number of peaks [32]. The RSC (> 1.51–1.85) and Qtag (2, high quality) scores obtained attest to the quality of the ChIP-seq peaks (S6A Fig.) [32].

Peak calling for WT and *Nlrc5* ^*F/F*^ data sets was first done with MACS2 using the default settings (q-value threshold of 0.05 and without the “–*to-large”* parameter). This led to the identification of a surprisingly low number of reproducible peaks. The numbers of peaks were 6 and 11, respectively for the WT and *Nlrc5* ^*F/F*^ datasets. The low number of peaks called using the initial strategy prompted us to use second strategy based on using a lower peak calling stringency followed by Irreproducible Discovery Rate (IDR) analysis. This was done to ascertain that that the low number of peaks identified by our initial procedure was not in fact an artifact resulting from overly-stringent peak selection. Peaks were called using MACS2 2.0.10.20130520 [34] with no-model setting and shift-size parameter set to half of the estimated fragment length. Peak calling stringency was decreased by using p = 0.001 as threshold and applying the “-to-large” setting. Reads obtained from *Nlrc5* ^*−/−*^ samples were used as negative control for peak calling. Reproducible peaks were obtained by assessing the IDR for all pairs of pseudo-replicates using a threshold of 0.01 (S6B Fig.). 

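The IDR of each of the 10 pairs of WT pseudo-replicates was estimated with a Gaussian copula mixture fitted to the ranks of the peak scores. Between 59 and 98 peaks could be paired per comparison, and 11 to 24 of them had an IDR of at most 0.01. In total 11 sites passed in every pair, and they were the 11 sites of Table 1. All 11 had a peak in *Nlrc5* F/F cells, and 1 of them, *Aida*, had a peak in *Rfx5* -/- cells. Leaving out each pseudo-replicate in turn gave 11 or 12 sites. A threshold of 0.05 gave 11 and a threshold of 0.001 gave 0, and 34 sites passed in at least 1 pair. Ranking by peak width in place of score left 1 site. In simulated pairs of 80 peaks, 87.7% of the reproducible peaks were recovered at the threshold of 0.01, and 1.17% of the calls were not reproducible. The simulated pairs were drawn from the mixture model itself, with 30% reproducible peaks. Their reproducible component had a higher mean than in any of the 10 fits (1.27 to 2.40). The simulated rates therefore need not hold for these lists. Pseudo-replicates come from the same reads, so the IDR does not measure the reproducibility between animals.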

Only 11 reproducible peaks were obtained, all of which were confirmed in the biological repeat (*Nlrc5* ^*F/F*^) but found to be absent in the *Rfx5* ^*−/−*^ and *Nlrc5* ^*−/−*^ samples. These 11 peaks were the same as those identified in the *Nlrc5* ^*F/F*^ dataset with the first peak identification strategy.

The Fraction of Reads in Peaks (FRiP) [32] was also calculated (S6C Fig.). The low FRiP values obtained (<1%) are consistent with the low number of peaks identified [32].

### Sequence analysis

For each gene, all annotated exons (release GRCm38.69) from all isoforms were used to create a unique gene model in which all exons were merged into a single mRNA. The TSS of this unique gene model was defined as the TSS for the corresponding gene. The promoter region was defined as the region spanning −500bp to +50bp of the TSS. Peaks overlapping with promoter regions were used for *de novo* motif discovery using the package cosmo [35] available for the R project [36]. An initial search identified a motif corresponding to the previously published X box [15]. Peaks were oriented relative to this X motif, and searches for S and Y motifs were then performed within 60 (Figs. 5, S4A, S1 Table) or 100 (S5, S4B Figs.) base-pair windows situated upstream and downstream of the center of the X box. This identified upstream and downstream motifs corresponding, respectively, to the previously described S and Y boxes [15]. Genome wide search for modules containing the 3 motifs was performed using both the Position Weight Matrix (PWM) for each motif and the minimal and maximal distances between the motifs. The consensus for each motif was represented by a PWM obtained by aligning the sequences of the corresponding motif observed in peaks. The score of each sequence versus its PWM was calculated for each peak, and 95% of this minimal score was used as threshold for the genome wide search. Authorized spacing between the motifs in the genome wide search was considered as that observed between the motifs found in peaks plus or minus 5nt. Only sequence modules containing the 3 motifs separated by the authorized distances were accepted.

### ChIP

Chromatin was purified as described [31] from *Nlrc5* ^*F/F*^, *Nlrc5* ^*−/−*^, *Rfx5* ^*−/−*^ and *Rfx5* ^*+/-*^MACS-sorted T cells (Fig. 3B, four to five mice were pooled per genotype), *Nlrc5* ^*+/−*^ *CIIta* ^*+/−*^, *Nlrc5* ^*−/−*^, *CIIta* ^*−/−*^ and *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ B cells (Fig. 4B, two mice were pooled per genotype), or WT (C57BL/6), *Nlrc5* ^*−/−*^ and *Rfx5* ^*−/−*^ B cells (S2B Fig., four to five mice were pooled per genotype). Chromatin immunoprecipitation was performed using anti-NLRC5 and anti-CIITA antibodies as described [2,31]. Analysis of specific DNA regions was performed by qRT-PCR with the primers shown in Table 2.

**Table 2:** Primers used for qRT-PCR analysis after ChIP

Mouse Gene	Forward	Reverse
*H2-D*	CTTCTGCCGGGACACTGATGAC	GCTGATTGGCTCCTGGAATCTC
*H2-K*	TCACTTCTGCACCTAACC	GGCTGCGTGGACTTTATATC
*B2m*	TAGTAGGGCACCAAGGGTCCAG	ACTCACAGCCAATCCGGACTC
*H2-Q4*	GGGTTCAGGCAAAGTCTTAG	GTGAGAACTGCCAGTAAGTC
*H2-Q6*	AGGTGATCACCGGGAACC	GCAAGAGCAGCGTTGTTAGA
*H2-Q7*	GCAGTGAGGTCAAGGGTAG	GTGAGAACTGTTACACGTCA
*H2-T10*	CTGAGAGCCATTGCCTGGGA	CTTCTGGAGGAGTCCTGTGT
*H2-T22*	GTCCTTGCCTGCCAGGGATT	CAGACAGCCTCTGAACAGGT
*Tap1*	ATCACTCCACCCGCTGACTCTC	CGCAGCCGCTGATTGGAAAG
*H2-Eb1*	AGCAGCCCAGACTGAGTATC	GGGAGCCAATCAGCATCAAAG
*TBP*	GCTTGCTTGGGCTTGATCG	ACGGCCCTTTCTAGCTGTC
*Baseline*	TCTCTGGGCAACCTTTGTTC	CCCAGTCCTTTGGTTCTTTG

### Quantitative RT-PCR

Total RNA was extracted using the TriFast^TM^ reagent according to manufacturer's instructions (PEQLAB Biotechnologie). Retrotranscription to cDNA, quantification, and data analysis have been described [37]. Expression was determined relative the indicated housekeeping gene. Primer sequences used are listed in Table 3.

**Table 3:** Primers used for qRT-PCR analysis

**Human Gene**	**Forward**	**Reverse**
*HLA-C*	CAGAAGTACAAGCGCCAGG	TAGGCGGACTGGTCATACC
*HLA-A*	AAAAGGAGGGAGTTACACTCAGG	GCTGTGAGGGACACATCAGAG
*ACTB*	CTGGCACCCAGCACAATG	GCCGATCCACACGGAGTACT
**Mouse Gene**	**Forward**	**Reverse**
*H2-D*	ACCCAGGACATGGAGCTTGT	GCTCCAAGGACACCCAGAAC
*H2-K*	TTGAATGGGGAGGAGCTGAT	GCCATGTTGGAGACAGTGGA
*B2m*	CCTGGTCTTTCTGGTGCTTG	TTCAGTATGTTCGGCTTCCC
*Tap1*	TACCCAAACCAGCCCAAAGT	GGTGCTCTTCCCTGATCCAT
*Lmp2*	TGGTTATGTGGACGCAGCTT	ACACCCCCACTAGAGCCATC
*H2-T22*	TCGCTCTAGTTTATAAAGCTGTCCAAG	TGTAGAAATACCTAAGCGAGTGTGAAC
*H2-Q4*	AACAATGCTGCTTCTGCTGGT	GTGAGACCCCGAACTCCTTC
*H2-M3*	CTCTTCATCCTTCTGCCAGG	AGGAGATTCTTCAGCGAGCA
*Hprt*	GCAGTACAGCCCCAAAATGG	AACAAAGTCTGGCCTGTATCCAA

### Phylogenetic tree of mouse MHC molecules

The following amino-acid sequences were downloaded from MGI (http://www.informatics.jax.org/): H2-Ke2 (MGI:95908), H2-K1 (MGI:95904), H2-Ke6 (MGI:95911), H2-Oa (MGI:95924), H2-DMa (MGI:95921), H2-DMb2 (MGI:95923), H2-DMb1 (MGI:95922), H2-Ob (MGI:95925), H2-Ab1 (MGI:103070), H2-Aa (MGI:95895), H2-Eb1 (MGI:95901), H2-Eb2 (MGI:95902), H2-D1 (MGI:95896), H2-Q1 (MGI:95928), H2-Q2 (MGI:95931), H2-Q4 (MGI:95933), H2-Q6 (MGI:95935), H2-Q7 (MGI:95936), H2-Q10 (MGI:95929), H2-T24 (MGI:95958), H2-T23 (MGI:95957), H2-T22 (MGI:95956), H2-T17 (MGI:95949), H2-M10.1 (MGI:1276522), H2-T10 (MGI:95942), H2-T3 (MGI:95959), H2-M10.2 (MGI:1276525), H2-M10.4 (MGI:1276527), H2-M1 (MGI:95913), H2-M9 (MGI:1276570), H2-M10.3 (MGI:1276524), H2-M11 (MGI:2676637), H2-M10.5 (MGI:1276526), H2-M5 (MGI:95917), H2-M3 (MGI:95915), H2-M2 (MGI:95914), Mill1 (MGI:2179988), Cd1d1 (MGI:107674), B2m (MGI:88127), Mr1 (MGI:1195463), Azgp1 (MGI:103163), Mill2 (MGI:2179989), Fcgrt (MGI:103017), Cd1d2 (MGI:107675), H2-Q8 (MGI:95937), H2-Q9 (MGI:95938) and H2-T9 (MGI:95965). Alignment was performed using the Muscle tool [38], the best model to construct the phylogenetic tree was assessed using Prottest [39], and the phylogenetic tree was constructed in PhyML [40] using the JTT substitution model.

### Luciferase reporter gene assays

Luciferase reporter plasmids were created by replacing the MluI—BglII fragment spanning the HLA-DRA SXY region in the pDRAprox plasmid [15] with the corresponding *H2-K*, *H2-Eb1* and hybrid SXY regions. The pGL3-min plasmid containing only the *HLA-DRA* core promoter (from −60 to +10) in the same reporter plasmid was used as negative control. DNA fragments corresponding to the SXY regions were generated using partially complementary primers that were annealed and amplified by PCR using GoTaq polymerase (Promega). Primer sequences used are listed below. Extensions containing the MluI and BglII restriction sites (underlined) used for cloning are indicated in smaller font.

### H2-K construct:

5’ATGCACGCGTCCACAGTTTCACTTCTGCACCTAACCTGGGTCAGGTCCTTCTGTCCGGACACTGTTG 3’ (forward primer)

5’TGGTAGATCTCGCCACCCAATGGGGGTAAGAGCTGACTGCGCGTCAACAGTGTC 3’ (reverse primer)

### H2-E construct:

5’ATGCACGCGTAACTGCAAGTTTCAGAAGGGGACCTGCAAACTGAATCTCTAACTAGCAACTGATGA 3’ (forward primer)

5’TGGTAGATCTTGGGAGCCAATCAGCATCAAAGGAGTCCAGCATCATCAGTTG 3’ (reverse primer)

### Hybrid H2-K/E construct 1:

5’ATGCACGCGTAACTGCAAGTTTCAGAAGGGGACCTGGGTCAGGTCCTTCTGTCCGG ACACTGTTG 3’ (forward primer)

5’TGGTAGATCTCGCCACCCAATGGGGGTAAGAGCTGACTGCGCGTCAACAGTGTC 3’ (reverse primer)

### Hybrid H2-K/E construct 2:

5’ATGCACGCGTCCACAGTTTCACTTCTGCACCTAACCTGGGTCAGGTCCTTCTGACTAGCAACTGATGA 3’ (forward primer)

5’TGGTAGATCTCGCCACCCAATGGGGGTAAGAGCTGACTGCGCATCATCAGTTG 3’ (reverse primer)

### Hybrid H2-K/E construct 3:

5’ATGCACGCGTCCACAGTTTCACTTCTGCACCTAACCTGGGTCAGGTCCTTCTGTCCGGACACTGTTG 3’ (forward primer)

5’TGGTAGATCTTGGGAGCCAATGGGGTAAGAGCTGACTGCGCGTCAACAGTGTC3’ (reverse primer)

### Hybrid H2-K/E construct 4:

5’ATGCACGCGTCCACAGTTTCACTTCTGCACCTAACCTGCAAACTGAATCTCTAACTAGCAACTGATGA 3’ (forward primer)

5’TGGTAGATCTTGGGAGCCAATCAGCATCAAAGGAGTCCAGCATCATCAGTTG 3’ (reverse primer)

### Hybrid H2-K/E construct 5:

5’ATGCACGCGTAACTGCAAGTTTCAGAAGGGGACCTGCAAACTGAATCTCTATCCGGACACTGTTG3’ (forward primer)

5’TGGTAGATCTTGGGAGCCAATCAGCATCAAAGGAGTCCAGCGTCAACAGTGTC 3’ (reverse primer)

### Hybrid H2-K/E construct 6:

5’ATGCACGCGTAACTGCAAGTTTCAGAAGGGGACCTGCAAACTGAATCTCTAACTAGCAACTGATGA 3’ (forward primer)

5’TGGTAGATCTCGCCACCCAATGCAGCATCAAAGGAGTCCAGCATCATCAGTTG 3’ (reverse primer)

HEK293T cells were subconfluently seeded into a 96-well plate and co-transfected with Polyfect reagent (Qiagen) following the manufacturer’s instructions with 25 ng of empty, human NLRC5 or human CIITA (pIII) expression vectors and 25 ng of the indicated luciferase reporter constructs [2]. 5 ng of Renilla luciferase vector were included for normalization. Cells were harvested 22h post-transfection and cell lysates were analyzed using the Dual-Luciferase Reporter Assay System (Promega) following the manufacturer’s instructions.

### Statistical analysis

Statistical differences were calculated as described in the Figure legends. Differences were considered significant when p≤0.05 (*), very significant when p≤0.01 (**) and extremely significant when p≤0.001 (***).

### Ethics statement

Mice were treated in accordance with the Swiss Federal Veterinary Office guidelines. Human cell lines are established cell lines.

## Supporting Information

S1 Fig T cell homeostasis and further analysis of the MHC phenotype in *Nlrc5^−/−^*, *CIIta^−/−^* and *Nlrc5^−/−^*CIIta*^−/−^* mice. (A) Graphs depict the MFIs of H2-D for CD8^+^ T cells (gated as CD3^+^CD8^+^), CD4^+^ T cells (gated as CD3^+^CD4^+^), NK cells (gated as NK1.1^+^CD3^-^), NKT cells (gated as NK1.1^+^CD3^+^), B cells (gated as CD19^+^), and DCs (gated as CD11c^hi^CD11b^int-hi^) from control (n = 6), *Nlrc5* ^−/−^ (n = 6), *CIIta* ^−/−^ (n = 6) and double-deficient (n = 5) mice. Results depict the mean ± SEM from two pooled experiments, and are representative of three independent experiments. Differences among multiple groups were analyzed by 2-way ANOVA adjusted by Bonferroni correction over 6 samples and are shown only for the effect double as compared to single-deficiency. (B) MFIs for H2-K and H2-D expression by *Nlrc5* ^*−/−*^ (n = 4 mice), *CIIta* ^*−/−*^ (n = 4 mice), and *Nlrc5* ^*−/−*^ *CIIta* ^*−/−*^ (n = 4 mice) mTECs (gated as CD45^*−*^ UEA1^+^) are expressed as percentage of *Nlrc5* ^*+/−*^ *CIIta* ^*+/−*^ (n = 4 mice) control mice mTECs. Results represent the mean ± SEM derived from two pooled experiments, and are representative of three independent experiments. The histogram overlay for MHCII expression shows a representative mouse for each group. Differences among multiple groups were analyzed by 2-way ANOVA and are shown only for the effect double as compared to single-deficiency. (C) Percentages and numbers of splenic CD8^+^ (gated as CD3^+^CD8^+^) and CD4^+^ T cells (gated as CD3^+^CD4^+^) from control (n = 6), *Nlrc5* ^−/−^ (n = 6), *CIIta* ^−/−^ (n = 6) and *Nlrc5* ^*−/−*^ *Ciita* ^*−/−*^ (n = 5) mice are shown. Results depict the mean ± SEM from two pooled experiments, and are representative of three independent experiments.
(TIF) Click here for additional data file.

S2 Fig Characterization of NLRC5 targets. (A) NLRC5-ChIPseq tracks are shown for the NLRC5 targets *B2m* and *Psmb9/Tap1*. The tracks depict reads mapping to regions spanning between 5kb upstream and 5kb downstream of the TSS. After normalization as rpm (reads per million), read coverage was expressed relative to the maximal value observed in the region. TSSs are positioned as annotated in Refseq (*Psmb9*) or ENSEMBL (others). (B) Antibodies specific for NLRC5 were used to immunoprecipitate cross-linked chromatin fragments derived from WT, *Nlrc5* ^*−/−*^ and *Rfx5* ^*−/−*^ B cells. Immunoprecipitates were analyzed by quantitative PCR for the abundance of promoter sequences from the indicated genes. Relative promoter binding is shown. Results represent the average ± SD of technical triplicates.
(TIF) Click here for additional data file.

S3 Fig Schematic alignment of the promoter regions of mouse NLRC5 target genes. Positions of the SXY modules and distal regulatory elements (interferon stimulation response element (ISRE) and enhancer A) defined in classical MHCI promoters are indicted by colored boxes. Predicted motifs were identified by homology searches on the basis the sequence of the upper (boxes above line) and/or or lower (boxes below line) strands.
(TIF) Click here for additional data file.

S4 Fig Spacing requirements for the recruitment of NLRC5 to SXY sequence modules. S-X and X-Y spacing distributions are shown for SXY modules occupied by NLRC5 (top graphs) and all genomic matches to the SXY consensus module (bottom graphs) defined by two different motif discovery approaches giving more (A, maximum 60 base pairs) or less (B, maximum 100 bp) weight to S-X and X-Y spacing. The percent of modules (Y axis) are plotted as a function of distance in base pairs (X axis) between the S and X motifs (red bars) or the X and Y motifs (blue bars). The S, X and Y sequence logos are shown below. The most prominent spacing characteristic of NLRC5-occupied modules are indicated at the top and highlighted by red and blue underlays.
(TIF) Click here for additional data file.

S5 Fig Identification of a consensus motif for NLRC5 recruitment using a less stringent spacing constraint. Alignment of sequence motifs situated within NLRC5-occupied peaks found in promoter regions of the indicated genes. S-X and X-Y distance constraints used for identifying the S and Y motifs were set at a maximum of 100 base pairs for each. Distances (bp) between motifs are indicated. The sequence logo for the consensus NLRC5-module is shown below the alignment and is compared with that previously defined for human CIITA.
(TIF) Click here for additional data file.

S6 Fig ChIP-seq metrics. (A) Strand cross-correlation analysis was performed for 5 WT pseudo-replicates (A_WT, B_WT, C_WT, D_WT, E_WT), the complete WT dataset (All_WT), and the *Nlrc5* ^*F/F*^ dataset. Peak heights corresponding to the average fragment size (dashed blue lines) are markedly higher than peak heights corresponding to read length (first dashed red lines to the right of the dashed blue lines). NSC, RSC, and Qtag values are indicated below each graph. Low NSC values are expected due to the low number of peaks. RSC and Qtag values attest to the quality of the ChIP-seq peaks. (B) Irreproducible Discovery Rate (IDR) analysis on pseudo-replicates. Coloured lines represent all pairwise comparisons between the 5 WT pseudo-repeats. Peaks were called with the MACS2 peak caller using p<0.001 and the “–to-large” setting. Numbers of called peaks before IDR analyses were 459, 529, 1436, 1043 and 1207 respectively. The IDR threshold was set at 0.01. (C) Fraction of Reads in Peaks (FRiP) values. Left panel: FRiP values are represented for each WT pseudo-replicate, before and after IDR analysis. Numbers of peaks called in each pseudo-replicate before IDR analyses were as in B. The number of final peaks (after IDR analysis) was 11. Right panel: FRiP values are shown for each pseudo-replicate and the original WT data set when the peak calling procedure was performed using the default parameters of MACS2. Numbers of called peaks were 11, 11, 11, 11, 10 and 6 for the pseudo-replicates and the complete WT dataset, respectively. Low FRiP values are expected due to the low number of peaks.
(TIF) Click here for additional data file.

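The deposited lists held 459, 529, 1436, 1043 and 1207 peaks for pseudo-replicates A to E. These counts differed by far more than counting error (chi-square 779, 4 degrees of freedom, p = 2.94e-167, a test on peaks and not on animals), the longest list being 3.13 times the shortest. Most of the difference was in peaks present in no other WT list, which numbered 343 to 1266. Peaks shared with another WT list numbered 116 to 170, a ratio of 1.47 that still exceeded counting error (chi-square 17.2, p = 0.00176). At a score of at least 5 the lists held 254, 303, 610, 465 and 511 peaks. The narrowest peak of each list was 118, 124, 102, 95 and 98 bp wide. The lowest score of every list was slightly above 3, as set by the calling threshold.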

S1 Table Genes having a predicted SXY module in their promoter region. (DOCX) Click here for additional data file.

S2 Table Gene location in ENSEMBL and UCSC databases. Click here for additional data file.

# Supplementary material for: NLRC5 Exclusively Transactivates MHC Class I and Related Genes through a Distinctive SXY Module
**Source:** PLoS Genet. 2015 Mar 26;11(3):e1005088. doi: 10.1371/journal.pgen.1005088
**Supplement:** S1 Table

**Supplementary Table 1:** Genes having a predicted SXY module in their promoter region.

| **ENSEMBL Gene ID** | ***Gene*** | **Description** | **NLRC5 binding^1^** |
| --- | --- | --- | --- |
| ENSMUSG00000035929 | *H2-Q4* | histocompatibility 2, Q region locus 4 [Source:MGI Symbol;Acc:MGI:95933] | + |
| ENSMUSG00000037321 | *Tap1* | transporter 1, ATP-binding cassette, sub-family B (MDR/TAP) [Source:MGI Symbol;Acc:MGI:98483] | + |
| ENSMUSG00000055413 | *H2-Q5* | histocompatibility 2, Q region locus 5 [Source:MGI Symbol;Acc:MGI:95934] | + |
| ENSMUSG00000056116 | *H2-T22* | histocompatibility 2, T region locus 22 [Source:MGI Symbol;Acc:MGI:95956] | + |
| ENSMUSG00000060550 | *H2-Q7* | histocompatibility 2, Q region locus 7 [Source:MGI Symbol;Acc:MGI:95936] | + |
| ENSMUSG00000060802 | *B2m* | beta-2 microglobulin [Source:MGI Symbol;Acc:MGI:88127] | + |
| ENSMUSG00000061232 | *H2-K1* | histocompatibility 2, K1, K region [Source:MGI Symbol;Acc:MGI:95904] | + |
| ENSMUSG00000067203 | *H2-K2* | histocompatibility 2, K region locus 2 [Source:MGI Symbol;Acc:MGI:95906] | + |
| ENSMUSG00000073409 | *H2-Q6* | histocompatibility 2, Q region locus 6 [Source:MGI Symbol;Acc:MGI:95935] | + |
| ENSMUSG00000073411 | *H2-D1* | histocompatibility 2, D region locus 1 [Source:MGI Symbol;Acc:MGI:95896] | + |
| ENSMUSG00000079491 | *H2-T10* | histocompatibility 2, T region locus 10 [Source:MGI Symbol;Acc:MGI:95942] | + |

^1^ Determined by peak calling and verified by visual inspection of ChIP-seq data.

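NLRC5 binding at the genes of S1 Table was compared with the deposited peaks. Besides the promoter sites of Table 1, the table lists *H2-K2* and *H2-Q5*. At *H2-K2* (TSS at 33978827 on chromosome 17, reverse strand) a promoter peak was present in all 5 WT lists, merged to 33978878 to 33979086, with scores of 9.45 to 13.5. It was absent from *Nlrc5* F/F and *Rfx5* -/- cells and passed the IDR threshold in 5 of the 10 pairs of pseudo-replicates. At *H2-Q5* (TSS at 35394126, forward strand) no list had a peak within 1 kb of the TSS or in the gene. Only 12.3% of the 50-base windows of the *H2-Q5* promoter are unique in the genome, against 100% at *H2-K2*, and reads without a unique position were left out of the mapping.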

# Supplementary material for: NLRC5 Exclusively Transactivates MHC Class I and Related Genes through a Distinctive SXY Module
**Source:** PLoS Genet. 2015 Mar 26;11(3):e1005088. doi: 10.1371/journal.pgen.1005088
**Supplement:** S2 Table

**Supplementary Table 2:** Gene location in ENSEMBL and UCSC databases

| ***Gene*** | **ENSEMBL (GRcm38.70)** | **Refseq** |
| --- | --- | --- |
| *B2m* | chr2:122147686-122153083 (+) | chr2:122147687-122153082 (+) |
| *H2-D1** | chr17:35262730-35267499 (+) | chr17:35263094-35267497 (+) |
| *H2-K1* | chr17:33996017-34000333 (-) | chr17:33996012-34000333 (-) |
| *H2-Q4* | chr17:35379617-35385290 (+) | chr17:35379617-35384674 (+) |
| *H2-Q6* | chr17:35424850-35430055 (+) | chr17:35424877-35428361 (+) |
| *H2-Q7* | chr17:35439155-35443773 (+) | chr17:35439155-35443773 (+) |
| *H2-T10* | chr17:36115876-36121465 (-) | chr17:36115876-36121435 (-) |
| *H2-T22* | chr17:36037128-36042747 (-) | chr17:36038409-36042702 (-) |
| *Psmb9** | chr17:34181988-34187764 (-) | chr17:34182099-34187330 (-) |
| *Tap1* | Chr17:34187553-34197225 (+) | chr17:34187556-34197225 (+) |

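For *H2-D1* the X box starts 251 bp downstream of the ENSEMBL TSS (35262730) and 113 bp upstream of the Refseq TSS (35263094). For *Psmb9* it lies 306 bp downstream of the ENSEMBL TSS and 128 bp upstream of the Refseq TSS (34187330). For the other 8 genes with both annotations the X box is upstream of each of them, and the distances to the ENSEMBL and Refseq TSS are, for example, 115 and 142 bp at *H2-Q6* and 95 and 98 bp at *Tap1*.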

*Genes for which TSS positions (underlined) annotated in ENSEMBL and Refseq differ by >50 nucleotides; the SXY module in these genes would be situated upstream of the Refseq TSS but downstream of the ENSEMBL TSS.

How the deposited data were processed for this re-analysis (not part of the article)

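NLRC5 ChIP-seq peak lists from mouse T cells were analysed for 5 WT pseudo-replicates, 1 *Nlrc5* F/F library and 1 *Rfx5* -/- library. Chromatin of 5 mice was pooled per genotype, so the number of libraries per genotype was 1. Of the 9 samples described for the series, the *Nlrc5* -/- library and the complete WT data set were not analysed here, apart from their part in making the lists.

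According to the methods, the authors mapped HiSeq 2000 reads to the mouse genome (release GRCm38.70) with Bowtie 0.12.7, kept reads with a unique position, and called peaks with MACS2 2.0.10.20130520 with the no-model setting, a shift size taken from the cross-correlation fragment length, p = 0.001 and the to-large setting, using *Nlrc5* -/- reads as the control. The score of each peak is the −log10 p-value that the authors' MACS2 run gave before the lists were deposited. This unit was taken from the lowest score of each list, which is slightly above 3, the −log10 of the authors' threshold. The methods do not give separate settings for the *Nlrc5* F/F and *Rfx5* -/- lists, whose lowest scores are 3.07 and 3.01. Scores were used to describe, rank or filter peaks within a list, and their medians over the WT lists were used to describe sites and, in 1 permutation test, to compare groups of sites. The number of reads behind a peak is not given in the lists. The paper states 30000000 reads for each pseudo-replicate and gives a lower bound of 20000000 for the *Nlrc5* F/F and *Rfx5* -/- libraries, so whether these were sequenced less deeply than a pseudo-replicate is not known here. The paper's text does not state the read length.

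From the lists, overlapping peaks were merged into sites with a minimum overlap of 1 bp, and the Table 1 intervals were searched in each list. The IDR was computed with an own implementation of the Gaussian copula mixture, fitted by expectation maximisation to the score ranks of each pair of pseudo-replicates, with a lowest standard deviation of 0.2 for the reproducible component. This limit was reached in 3 of the 10 pairs. Overlap by chance was estimated with 1000 random placements of the peaks of a list. A promoter was the region from 500 bp upstream to 50 bp downstream of a TSS, taken from Table 1, S2 Table or the GENCODE M21 annotation. Sequences came from the GRCm38.p6 reference, whose chromosomes have the coordinates of GRCm38. SXY modules were scanned with position weight matrices (pseudocount 1, threshold 95% of the lowest score among the sequences of Fig. 5A, spacing tolerance 5 nt). A window of 50 bases was called unique when its sequence occurred once in the genome on either strand, without mismatches, which approximates unique mapping of reads of that length. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.

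The IDR, the overlap count, the module scan and the search for unique windows were tested on simulated data. In the scan, 100 of 100 modules planted at allowed spacings were found and 0 of 100 planted at forbidden spacings, and the copy number was right for 351 of 351 windows.

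The pseudo-replicates were never treated as biological replicates. The chi-square tests compare numbers of peaks between the WT lists, the permutation tests compare sites, and Fisher's exact test compares where the peaks of the *Rfx5* -/- and *Nlrc5* F/F lists lie. With 1 library per genotype, none of these p-values takes account of the spread between animals. All lists share the *Nlrc5* -/- control, and what this adds to their overlap was not simulated, because that needs the reads. The genes and sites named in the text were set before the data were examined as those of Table 1, S1 Table and S2 Table, the genes of Fig. 4A and the *H2* genes of Fig. 4C under a peak, *Nlrc5* and *Rfx5*, the 5 highest peaks of the *Nlrc5* F/F and *Rfx5* -/- lists, and every site found in all 7 lists. Other sites that are named were chosen after their values were seen. Alternatives set before the data were examined were an overlap of 50% of both intervals, a score of at least 5, leaving out each pseudo-replicate in turn, presence in at least 3 pseudo-replicates, peaks extended by 200 bp, Table 1 intervals extended by 1 kb, other IDR thresholds and ranks, other promoter windows and TSSs, placement across all chromosomes, and other settings of the scan. Leaving out mitochondrial peaks, windows of 36 bases, the reference S boxes of the *H2-T* genes and the Refseq TSSs for the modules of the scan were added after the data were seen. The relaxed motif search of S5 Fig, the quantitative ChIP, the qRT-PCR and the flow cytometry were not analysed here.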

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

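The test of the *Ifrd2* site and the test of the WT scores were chosen after the results were seen. The exact permutation tests of the repeat-masked share and of the unique share were chosen after these shares had been tabulated.

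A total of 1 site outside Table 1 was present in all 5 WT lists and in *Nlrc5* F/F cells and absent from *Rfx5* -/- cells, a pattern like that of the promoter sites, at a position the paper does not discuss. It lies on chromosome 5 from 15037379 to 15037586, 4484 bp from the TSS of *Gm17019*, with a median WT score of 8.32 and a score of 4.28 (rank 945) in *Nlrc5* F/F cells. It belongs to a group of 8 sites between 14914939 and 15680906 on that chromosome, of which 6 also had a peak in *Rfx5* -/- cells. A median of 52.5% of the 50-base windows of these sites were unique (range 32.0% to 71.4%), against 96.6% at the 9 promoter sites of Table 1 (lowest 68.9%; one-sided exact permutation test, p = 0.00144). This is consistent with uneven read mapping in repeated sequence as a source of the group, but the shares do not show how reads of each genotype fell there. That the *Rfx5* -/- peak fell below the calling threshold at this site stays open, as does a biological dependence on RFX5, which was not tested.

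A total of 5 sites outside Table 1 were present in all 7 lists, *Rfx5* -/- cells included. They were a site on chromosome 15 (75086714 to 75087018, score 5.89 and rank 182 in *Rfx5* -/- cells), the sites on chromosome 5 at 15484185 to 15484350, 15511406 to 15511741 and 15680569 to 15680906, and a site at the promoter of *Ifrd2* (chromosome 9, 107587441 to 107587770, rank 19 in *Nlrc5* F/F and rank 15 in *Rfx5* -/- cells). With *Aida*, this makes 6 sites. A deletion in the *Nlrc5* -/- control would place such sites in the *Nlrc5* gene, where 0 of them lay. The repeat-masked share of the 6 sites was not higher than that of the 11 sites absent from *Rfx5* -/- cells (medians 9.01% and 9.81%, one-sided exact permutation test over 12376 draws, p = 0.640), and with so few sites repeated sequence and other explanations cannot be told apart by this test. At the chromosome 5 sites 32.0% to 51.8% of the 50-base windows were unique. At the chromosome 15 site the share was 82.6% and at *Aida* 91.1%, both above the lowest share of the promoter sites of Table 1 (68.9%), so these shares do not point to repeated sequence there but do not exclude it. At *Ifrd2* 100% of the windows were unique, which argues against repeated sequence at that site. All lists share the *Nlrc5* -/- control, so a position with few reads in it stays open as an explanation for the 5 sites. Binding that depends on NLRC5 and not on RFX5 would give the same pattern and was not tested.

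A total of 15 sites outside Table 1 were present in all 5 WT lists but not in *Nlrc5* F/F cells. Of these, 4 lay on chromosome 17, at the promoters of *H2-K2* and *H2-M3* and on both sides of the *H2-Q7* interval. Another 3 were mitochondrial, 4 of the 15 also had a peak in *Rfx5* -/- cells, and at 8 all 50-base windows were unique. By distance to annotated gene starts, 8 of the 15 overlapped a promoter. That count includes the mitochondrial sites at 10993 to 11767 and 12847 to 14011. Other members of the 15 were a site 891 bp from the TSS of *Phf12* on chromosome 11 (77981782 to 77981944) and the promoters of *Lars* on chromosome 18 and of *Chchd4* and *Tmem43* on chromosome 6. These sites were weaker in WT cells than the 17 also present in *Nlrc5* F/F cells (medians of the median WT scores 8.35 and 27.7, one-sided permutation test with 100000 resamples, p = 0.00011), and 13 of the 17 exceeded the highest of the 15, which had 13.1. Fewer reads in the *Nlrc5* F/F library would give this difference, but so would background specific to the WT library, since the pseudo-replicates are drawn from the same reads. The paper gives only a lower bound for the *Nlrc5* F/F reads, so these explanations cannot be told apart. No biological explanation was tested.

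In none of the 15 groups of 5 pseudo-replicates examined did a single list stand apart from the others by the critical value of 0.71 for the gap divided by the range.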

How the results depend on the processing

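Leaving out mitochondrial peaks, the 36-base windows, the reference S boxes of the *H2-T* genes and the Refseq TSSs for the modules of the scan were chosen after the data were seen. A count was taken as kept within 1.5 times the main count, an overlap of lists when it still exceeded all 1000 random placements, a median rank or distance within its SD, and a unique share within its 95% binomial interval. Of 128 alternative values for 47 results, 102 were kept and 26 moved further. Changes of direction were not evaluated. For 25 results all alternatives were kept. The overlaps of lists stayed above all placements, but their size changed. The median number of *Rfx5* -/- peaks overlapping a WT list fell from 29 to 16 with an overlap of 50% of both intervals and to 19 with a score of at least 5, and that between WT lists fell from 74.5 to 48.5 with a score of at least 5.

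Counting sites in at least 3 of the 5 pseudo-replicates raised the sites shared with *Nlrc5* F/F cells from 17 to 32, and those absent from *Rfx5* -/- cells from 11 to 20. Leaving out each pseudo-replicate in turn gave 17 to 20 shared sites, 11 to 12 of them absent from *Rfx5* -/- cells, and 11 to 12 reproducible sites by IDR. An overlap of 50% of both intervals gave 10 reproducible sites. An IDR threshold of 0.001 left 0 sites, passing in at least 1 pair gave 34, and ranking by width left 1. At 0.001 the pairs A-B, A-E, B-E and D-E had 0 peaks, so no site could pass in every pair. In the other pairs 2 to 12 peaks passed. The number of 11 reproducible sites therefore holds for thresholds of 0.01 and 0.05 on score ranks in all pairs. It does not hold for the threshold of 0.001, for passing in 1 pair or for ranks by width. Why the pairs differed at 0.001, and why ranking by width left 1 site, was not tested.

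With Table 1 intervals extended by 1 kb, 2 of the 11 sites were found in *Rfx5* -/- cells in place of 1. The additional one was met through a neighbouring site, as the construction of the setting allows. Of the 9 promoter sites, 0 were found in *Rfx5* -/- cells under each of the 3 alternatives. Only the extension by 1 kb could have raised this count, since the stricter overlap and the score threshold only remove peaks.

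A score of at least 5 removes peaks by construction and left 254, 303, 610, 465 and 511 peaks in WT pseudo-replicates A to E, 809 in *Nlrc5* F/F and 612 in *Rfx5* -/- cells. In the MHC locus outside Table 1 sites it left 1 peak in *Nlrc5* F/F and 1 in *Rfx5* -/- cells. Keeping there only peaks found in at least 3 WT lists, or in *Nlrc5* F/F cells and 1 WT list, left 7 peaks in pseudo-replicate B, 7 in C, 0 in *Nlrc5* F/F and 0 in *Rfx5* -/- cells. Ranked by width, the median rank of the promoter sites was 6 in pseudo-replicate A, 6 in B and 10 in *Nlrc5* F/F cells, and the cause was not tested.

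Windows of 36 bases lowered the unique share of the promoters of *H2-Q5* to 7.26%, *H2-Q6* to 19.6%, *H2-Q7* to 44.5% and *H2-K2* to 96.0%, since shorter windows recur more often. The number of reads behind each peak is unknown, which limits all statements on absence to the calling threshold.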

Differences from the paper's values

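No alternative added after the data were seen changed a comparison in this part, except where named.

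The paper's text describes 2 distal sites as not dependent on *Rfx5*, whereas 1 of them, *Aida*, had a peak in the *Rfx5* -/- list. With the Table 1 interval extended by 1 kb, 2 were met. With an overlap of 50% of both intervals or a score of at least 5 the number stayed at 1.

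The methods describe the reproducible peaks as absent from *Rfx5* -/- cells, while Table 1 marks the distal sites as not dependent on RFX5. In the deposited *Rfx5* -/- list 1 of the 11 sites, *Aida*, had a peak, with a score of 25.4.

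The paper states that the *H2-M3* promoter was missed by peak calling. The deposited lists contain a peak there in all 5 WT pseudo-replicates, with scores between 7.42 and 15.1. With the IDR of at most 0.01 required in at least 1 pair in place of every pair, the site is called. S1 Table marks *H2-K2* and *H2-Q5* as bound by NLRC5 from peak calling and visual inspection. *H2-K2* had a peak in 5 WT lists and in neither other list, and *H2-Q5* had 0 peaks in all 7 lists. At least 1 pair of pseudo-replicates was also enough to call *H2-K2*.

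The paper reports no occupied intergenic enhancer in the MHC locus. Of the called peaks, 2 sites outside annotated genes and promoters recurred in 4 WT lists each, with a median score of 7.18 at 35259033 to 35259502 and 8.94 at 35435012 to 35435173 on chromosome 17. Neither was present in *Nlrc5* F/F cells. Both lists held a peak at each site in 6 of the 10 pairs of pseudo-replicates. Each passed the IDR threshold of 0.01 in 0 of those 6 pairs.

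The S boxes printed in Fig. 5A for the *H2-T* genes differ from the reference. Counted from 1 at the 5′ end of the S box, the change from the figure to the reference is C4T and G6C for *H2-T22* and T4C for *H2-T10*. The S box printed for *H2-T10* equals the reference of *H2-T22*, and between the one printed for *H2-T22* and the reference of *H2-T10* the change is G6C. Footnotes of Table 1 pair *H2-T10* with *Gm6034* and *H2-T22* with *Gm19684*, whereas the coordinates of the same table place *H2-T10* 213 bp from *Gm19684* and *H2-T22* 214 bp from *Gm6034*.

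The paper's genome scan found 15 matches, 11 of them near a TSS, against 11 and 10 here, within 1.5 times of the paper's numbers. The modules found here lie at the 11 genes that S1 Table lists. The one not counted near a TSS, that of *H2-D1*, has its X box 251 bp downstream of the ENSEMBL TSS and 113 bp upstream of the Refseq TSS, and with the Refseq TSSs of S2 Table used as well, an alternative chosen after the data were seen, the number near a TSS was 11, as in the paper. For all matches, using the lowest score as the threshold or the exact spacing gave 11, and a pseudocount of 0.1 gave 10. Leaving out both *H2-T* sequences gave 9, which is not within 1.5 times of the paper's 15. With the reference S boxes of the *H2-T* genes, an alternative chosen after the data were seen, the number of matches was 11.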

Other observations

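The test of the peaks shared between pseudo-replicates was chosen after the result was seen.

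The peaks at *H2-Q6* and *H2-Q7* were narrow, or accompanied by separate peaks on both sides. Outside the called peaks at *H2-Q6* 29.2% of the 50-base windows within 1 kb of the interval were unique, against 75.0% under all WT and *Nlrc5* F/F peaks of that region. The same shares were 35.5% and 72.8% at *H2-Q7*, and 88.5% and 96.6% at *H2-D1* and 97.7% and 100% at *B2m*, where peaks were wide. The shares outside the peaks of *H2-Q6* and *H2-Q7* were the lowest of the 11 Table 1 sites. This is consistent with reads shared between near-identical copies and left out by unique mapping at these 2 sites. The share does not set the width of a peak in general. *Tap1* had 94.1% unique windows outside its peaks and WT peaks of 369 to 405 bp, while the WT peaks of *H2-Q7* were 312 to 409 bp wide. A width like that at *H2-Q7* therefore also occurred without a low share. *H2-T10* had the next lowest share outside its peaks, 61.7%, and peaks up to 907 bp wide, and *H2-T22* had 71.3% and WT peaks of 564 to 741 bp. *Ly6c2* had 84.8% outside the peaks of its region and peaks of 116 to 147 bp, whose merged site had 59.2% unique windows. What limits the peak there was not tested. At *H2-Q5*, where no list had a peak, 12.3% of the windows of the promoter were unique, which fits the same explanation for the missing peak. The promoter of *H2-Q6* had 24.7% unique windows and still carried a peak in 6 lists, so a low share alone does not decide whether a peak is called. The absence of NLRC5 from *H2-Q5* stays open as the biological alternative and was not tested.

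*Rfx5* -/- mice had a mixed genetic background. If segments of the other strain around *Rfx5* on chromosome 3 gave peaks of their own, that chromosome would hold more of the *Rfx5* -/- peaks than of the *Nlrc5* F/F peaks. It held 133 (6.75%) and 134 (6.88%) of them (two-sided Fisher's exact test on peaks, p = 0.899). Restricted to peaks found in no other list, the same exact test gave p = 0.898. Within 5 Mb of *Rfx5* the lists held 12 and 10 peaks. Of the 1908 *Rfx5* -/- peaks found in no other list, 6.87% lay on chromosome 3. These values argue against a segment around *Rfx5* as the main source of the peaks present only in the *Rfx5* -/- list. Segments of the other strain on other chromosomes were not tested and stay open. No biological explanation was tested.

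The 5 pseudo-replicates are drawn from the same library with equal numbers of reads, yet the longest list had 3.13 times the peaks of the shortest. Peaks shared with another WT list differed 1.47 times between lists, and peaks found in no other WT list differed 3.69 times. The longer lists are therefore longer mainly in peaks of their own, but the shared peaks also differed beyond counting error (chi-square 17.2, 4 degrees of freedom), and 1.47 is close to the limit of 1.5 that was set for calling the shared numbers alike. The narrowest peaks were 118 and 124 bp in A and B and 102, 95 and 98 bp in C, D and E. The shift size of each run is not among the deposited values, and the cause of the difference in width was not tested. No biological explanation applies to subsets of the same reads.

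The WT lists held 9, 6, 9, 9 and 9 peaks on the mitochondrial genome, the *Rfx5* -/- list 11 and the *Nlrc5* F/F list 0. On chromosome Y the WT lists held 4, 4, 5, 4 and 3 peaks and the *Nlrc5* F/F and *Rfx5* -/- lists 0. The sex of the animals behind each library was not used here, and no explanation was tested.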
